# Deep sequencing of wheat sRNA transcriptome reveals distinct temporal expression pattern of miRNAs in response to heat, light and UV

**DOI:** 10.1038/srep39373

**Published:** 2016-12-22

**Authors:** Raja Ragupathy, Sridhar Ravichandran, Md. Safiur Rahman Mahdi, Douglas Huang, Elsa Reimer, Michael Domaratzki, Sylvie Cloutier

## Abstract

Understanding of plant adaptation to abiotic stresses has implications in plant breeding, especially in the context of climate change. MicroRNAs (miRNAs) and short interfering RNAs play a crucial role in gene regulation. Here, wheat plants were exposed to one of the following stresses: continuous light, heat or ultraviolet radiations over five consecutive days and leaf tissues from three biological replicates were harvested at 0, 1, 2, 3, 7 and 10 days after treatment (DAT). A total of 72 small RNA libraries were sequenced on the Illumina platform generating ~524 million reads corresponding to ~129 million distinct tags from which 232 conserved miRNAs were identified. The expression levels of 1, 2 and 79 miRNAs were affected by ultraviolet radiation, continuous light and heat, respectively. Approximately 55% of the differentially expressed miRNAs were downregulated at 0 and 1 DAT including miR398, miR528 and miR156 that control mRNAs involved in activation of signal transduction pathways and flowering. Other putative targets included histone variants and methyltransferases. These results suggest a temporal miRNA-guided post-transcriptional regulation that enables wheat to respond to abiotic stresses, particularly heat. Designing novel wheat breeding strategies such as regulatory gene-based marker assisted selection depends on accurate identification of stress induced miRNAs.

Plant speciation and long term adaptation to specific ecological niches involve genetic mutations and selection^1^. However, rapid adaptation to sudden exposure to abiotic stresses entails regulation of gene expression. In general, plants adapt to stress conditions by inducing an array of stress-responsive genes that are precisely regulated at the transcriptional, post-transcriptional and post-translational levels. Plant adaptation to environmental stress begins with its perception by sensory kinases followed by activation of signal transduction pathways culminating in expression modulation of regulatory as well as structural genes. Stress perception induces rapid accumulation of reactive oxygen species (ROS) and changes in cytosolic calcium (Ca^2+^)^2^. ROS and Ca^2+^ oscillation operate as secondary messengers to activate signal transduction pathways such as mitogen-activated protein kinases (MAPKs)^3^,^4^. Upon activation, MAPKs are imported into the nucleus where they phosphorylate stress-specific regulatory components such as transcription factors that modulate gene expression^5^,^6^. The products of these stress-responsive genes control several physiological processes such as stomatal closure and synthesis of hormones and metabolites (reviewed in ref. 7). In recent years, regulatory small noncoding RNAs (snRNAs) such as short interfering RNAs (siRNAs) and microRNAs (miRNAs) have emerged as key regulators of gene expression at both transcriptional and post-transcriptional levels^8^. Small RNAs (sRNAs), which are approximately 18–24 nt long, are classified based on differences in their biogenesis and function. Small RNAs derived from single stranded precursors with hairpin secondary structures are categorized as miRNAs while those derived from long double-stranded RNA (dsRNA) precursors belonged to the siRNA class^9^. MiRNA loci, similar to protein coding genes, are transcribed by RNA polymerase II (Pol II) which generate primary-miRNAs that fold into characteristic self-complementary stem-loop secondary structures that are cleaved by DICER-LIKE1 (DCL1) endonucleases to yield precursor-miRNAs which are further processed to release miRNA/miRNA* duplexes^10^. Mature miRNAs operate in post-transcriptional gene regulation by guiding mRNA cleavage and through translational inhibition^8^,^9^. SiRNAs are transcribed by RNA polymerase IV (Pol IV) from repetitive regions including transposable elements. The RNA-dependent RNA polymerase II (RDR II) catalyzes the synthesis of dsRNA which is cleaved by DCL3 to produce the siRNA duplex^11^. SiRNAs guide sequence-specific transcriptional gene silencing by recruiting methyltransferases to direct cytosine DNA methylation, to affect chromatin structure and to maintain genome integrity (reviewed in ref. 12). MiRNA-directed gene regulation is critical in several developmental processes including organ development^13^, hormone regulation^14^, nutrient homeostasis^15^, flowering^16^, stress response^17^ and DNA methylation^18^. Alteration of the expression level of stress responsive miRNAs and their targets has the potential to improve stress tolerance in crops^17^,^19^,^20^.

Recent changes in climatic condition have posed several unprecedented challenges to global food production. Optimal growth temperature is increasingly disrupted by extreme heat spells resulting in an estimated yield reduction of 6% for every degree Celsius^21^. In addition to increase in global temperatures, stratospheric ozone layer depletion at the poles (beyond 30° North and South latitudes) led to increased amount of UV radiation (280–320 nm) reaching the earth. Similarly, high intensity of solar radiation near the equator also contributes to higher UV levels (earthobservatory.nasa.gov). However, studies on small RNA transcriptome response of plants exposed to UV stress are limited, though UV exposure is found to have negative effects at the whole plant level^22^.

Plants grown under continuous light were a component of studies focused on understanding circadian rhythms. Recently, continuous light has been used under greenhouse conditions to increase production of horticultural crops, and a variant of the chlorophyll a/b binding protein 13-CAB13 gene conferring tolerance to continuous light has been identified in tomato^23^. In wheat, a novel strategy called speed-breeding is being adopted to accelerate genetic gain per year by employing continuous light under greenhouse conditions (http://hickeylab.com/our-projects/speed-breeding/; http://www.globalrust.org/poster-abstract-keywords/speed-breeding). However, transcriptomic studies profiling the consequence of this stress on molecular level processes are currently non-existent in the literature.

Recent advances in deep sequencing have enabled the identification of several miRNAs from various plant species and stress conditions^24^. Cross-talk among stress response signal cascade pathways has been reported in studies involving several abiotic stresses such as heat, cold, drought and salinity^25^. Hence, we hypothesize that small RNAs associated with stress responses may share transcriptional regulatory networks. In addition, monitoring the temporal expression patterns of miRNAs in response to abiotic stresses is fundamental to gain insights into their functions. Previous studies have shown that differential expression of certain miRNAs are specific to growth and stress conditions^16^,^17^. Hence, understanding plant response to various stresses over several time points is essential to design appropriate breeding strategies. With this objective in mind, we exposed wheat (*Triticum aestivum* L.) plants to heat, light and ultraviolet radiation (UV) stresses and analyzed their miRNA expression profile at 0, 1, 2, 3, 7 and 10 days after treatment (DAT) using a replicated experimental design and the Illumina high-throughput sequencing platform.

## Results

### Sequencing and sRNA profile

A total of 72 sRNA libraries corresponding to the four treatments (control, heat, continuous light and UV), three biological replicates and six sampling time points (0, 1, 2, 3, 7 and 10 DAT) was constructed and their sequencing on the Illumina platform generated 619 M raw reads. 

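Each library was made from leaves pooled from 8 plants at the boot stage, and each of the 4 treatments had 3 replicate plant groups, sampled 6 times (0 to 3 DAT, 7 DAT and 10 DAT). Heat-stressed plants were kept at 37 °C for 5 days, light-stressed plants had 24 h of light per day and UV-stressed plants had 2 min of UV per day. Control plants were kept at 18 °C by day and 16 °C by night with 16 h of light. The deposited values were the authors' read counts of 232 conserved miRNA tags, each an exact sequence of 18 to 24 nt, followed by the same counts as RPM of those tags. The authors had trimmed the reads, selected them by length, removed sequences of other non-coding RNA and chloroplast, and matched the tags to wheat precursors. Counts summed over the 232 tags ranged from 76110 to 514560 (median 175490) in control libraries and from 41548 to 193298 (median 91736) in heat libraries. They ranged from 84014 to 781442 (median 194800.5) in light libraries and from 94427 to 376387 (median 156871) in UV libraries. All tests of single miRNAs here rest on these counts, not on the raw reads. Read numbers before the selection of tags, and shares of them, use the library statistics of the paper. The miR398 tag miR398_agggtcgaactgagaacacat held 48.7% ± 3.29 (SD, n = 3) of these reads in control libraries at 7 DAT and 3.31% ± 0.675 (SD, n = 3) in heat libraries at 0 DAT. The scaling of the libraries therefore bears on every fold change. Counts were scaled by TMM factors and tested in limma with voom weights, with 1 mean per treatment and sampling time over the 72 libraries. A miRNA was counted as changed at any sampling time from the joint test of the 6 differences between stress and control, and at a single sampling time from its own difference, both at an FDR of 0.05. Some low counts were identical in unrelated libraries. The miR398 tag miR398_tgttttcccaggtcacccctt took 9 different values over the 72 libraries, with 71 reads in 22 of them and 0 in 19. The libraries of heat 0 DAT replicate 1 and UV 7 DAT replicate 1 shared 16 identical counts of at least 15, where the median pair of libraries shared 1.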

An overview of the sequence processing is illustrated in Fig. S1 and detailed statistics for each library can be found in Table S1. After sequence quality check with FASTQC and extraction of the 18–24 bp sequences using Geneious, the 524 M reads that remained were grouped into a non-redundant dataset of 129 M distinct tags. After removal of other non-coding RNA and chloroplast sequences, we obtained 121 M distinct tags corresponding to 427 M raw reads. The distinct tags were consistently named across libraries and a total of 15,158 distinct tags corresponding to 294 M raw reads were retained on the basis of their read count exceeding ten reads per million (RPM) in at least one library. A total of 232 distinct tags represented by 14 M reads were accurately annotated with evidence for biosynthesis based on their mapping to previously annotated precursor coding loci from the IWGSC draft assembly^26^ and/or Kurtoglu *et al*.^27^, and those that match to previously annotated miRNAs from Sun *et al*.^28^. For 186 out of the 232 miRNAs, we found evidence of expression of their complementary star miRNA sequence with perfect 2-bp overhang between mature and star sequences on the 3′ strand of the stem-loop secondary structure (Table S2).

The size distribution of total reads and distinct tags was assessed (Fig. 1). The 21 nt size class was the most abundant raw read class representing 44% of the total read count (Fig. 1a) but these sRNAs were grouped into fewer distinct tags than the 24 nt size class (Fig. 1b). 

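Averaged over the 6 sampling times, heat-stressed plants gave 6407121 ± 85878 reads of 18 to 24 nt per library and control plants 7870638 ± 309009 (SD, n = 3 plant groups), a difference of -18.6%. Distinct tags numbered 1537342 ± 63963 after heat and 1978439 ± 10196 in control plants (SD, n = 3), a difference of -22.3%. Light-stressed plants differed from control by -4.44% in reads and -5.33% in distinct tags, and UV-stressed plants by -7.12% and -9.07%. For both measures every heat plant group lay below every control plant group (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). The exact permutation p for the reads was 0.4 for light and 0.1 for UV, and for the distinct tags it was 0.1 for light and 0.1 for UV. These numbers came from Table S1, before the miRNA tags were selected. Light 0 DAT replicate 2 and UV 0 DAT replicate 2 have the same number of distinct tags there. Whether this is an error was not tested, and the light and UV values for distinct tags use it.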

The total number of high quality18–24 nt raw reads and distinct tags was similar in control, light and UV stressed plants but was 15–20% less in heat-stressed plants on average across all time points (Fig. S2a,b). This was more acute for the early time point libraries where the numbers of 21 and 24 nt distinct tags were reduced by 22–32% and 67–77%, respectively, in heat-stressed plants at 0, 1 and 2 DAT while being comparable to the other treatments at 3, 7 and 10 DAT (Fig. 1c,d). Raw data and read count files were deposited in the short read archive (SRA) of GenBank under accession number GSE83738.

### Identification of conserved miRNAs expressed in response to heat, light and UV stresses

Alignment of the 15,158 distinct tags (≥10 RPM in at least one library) to previously annotated wheat precursors revealed 232 conserved miRNAs belonging to 35 distinct miRNA families, among which, 174 members belonging to 31 families were found to originate from individual precursors, whereas 58 members were found to be associated with precursors which could not be unambiguously assigned to distinct mature miRNA families (Table S2). The distinct tags that perfectly matched previously known miRNAs with precursor sequences were represented by 14.9 M reads, i.e., only 2.4% of the total reads (Fig. S1) and nearly 63% of the conserved miRNAs were 21-mers (Fig. S3). 

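The 232 tags added up to 14859743 reads, 2.4% of the raw reads and 2.84% of the reads of 18 to 24 nt. The 43 tags of miR398, a family that guides the cleavage of copper/zinc superoxide dismutase transcripts, held 55.9% of the miRNA reads. This share covers both arms of the precursor, so the role of the family may not hold for all of it. The leading tag is of the 5′ arm. The 8 tags of miR156, which acts on SPL transcription factors, held 3.88%, a share not divided by arm. The 11 tags of miR167, which acts on auxin response factors, held 5.27%, and the 14 tags of miR169, which acts on NF-YA transcription factors, held 1.74%. Of the tags, 146 (62.9%) were 21 nt long, with 77.8% of the miRNA reads. The 31 tags of 20 nt held 6.05% and the 21 tags of 22 nt held 10.8%. A tag was counted by its exact sequence, so isomiRs were separate tags, while copies from other loci or genomes of hexaploid wheat with an identical mature sequence were not told apart.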

Only nine families were represented by a single tag; the other 22 were represented by two to 43 distinct tags comprising paralogs and isomiRs (Fig. 2a). Of the four ambiguous families, all members were 21-mers (Table S2). Families miR167, miR169 and miR398 were represented by variants of five to seven of the length between 18 to 24-mers while miRNAs from miR399 and miR5205 were all 21 nt-long (Fig. 2b).

### Differential expression analysis reveals a distinct expression pattern in heat stressed plants

The total read count for each miRNA varied from 0 to 471,026, normalized to 0 to 602,765 RPM, depending on the library (Table S3). 

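Within families, the mean count per library spanned a wide range. Among the 43 tags of miR398 it ran from 10.3 for miR398_tgtgttcccagctcgaccccg to 77001 for miR398_agggtcgaactgagaacacat, and the latter tag also gave the highest count, 471026, and the highest RPM, 602765. Among the 8 tags of miR156 the mean count ran from 23.3 to 5592, the highest being that of miR156_gctcactcctctttctgtcagc. Of the 16704 deposited counts, 38 were 0, and 19 of these belonged to the miR398 tag miR398_tgttttcccaggtcacccctt. The library of heat 0 DAT replicate 3 held 17 of the zeros. RPM was relative to the 232 tags of each library, so a fall in the leading miR398 tag raises the RPM of every other tag.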

Their expression levels also varied greatly even among members of a family and/or isomiRs. For example, miR398_tgtgttcccagctcgaccccg was observed between 0 and 842 RPM across libraries while the expression of miR398_agggtcgaactgagaacacat reached 16,832 to 602,765 RPM (Table S3).

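The less abundant of these isomiRs, miR398_tgtgttcccagctcgaccccg, which carries the mark RC_3′ among the miR398 tags of Table S2, had a mean of 10.3 reads per library. Its highest RPM, 554, was that of heat 0 DAT replicate 1, from 23 reads, while the other heat libraries at 0 DAT had 3 and 0 reads. UV 7 DAT replicate 1 also had 23 reads of this tag, and in 7 heat and control libraries its count equalled that of the library before it, with libraries ordered by how many of the distinct tags of at least 10 RPM in some library Table S1 gives for each. From the 5′ arm, miR398_agggtcgaactgagaacacat lay between 16832 and 602765 RPM with a median of 252530.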

Seventy-nine of the 232 miRNAs were differentially expressed (FDR < 0.05) upon heat stress but only two and one were so following continuous light and UV stresses, respectively (Fig. 3a). 

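Heat changed 142 of the 232 miRNAs (61.2%) over the sampling times, at an adjusted p under 0.05 from the joint test in limma. They included 34 of the 43 tags of miR398, 7 of the 8 tags of miR156 and 7 of the 11 tags of miR167. All 4 tags of miR399, which acts in phosphate homeostasis, and 4 of the 6 tags of miR396, which acts on growth-regulating factors, changed as well. Adjusted over the list alone the numbers were 35 for miR398, 7 for miR156, 7 for miR167, 4 for miR399 and 5 for miR396. With counts summed by family name, 38 of 49 totals changed. Continuous light changed 7 miRNAs, namely miR398_agggtcgaactgagaacacat, miR398_agggtcgaactgagaacac, miR398_agggtcgaactgagaacacatg, miR398_gggtcgaactgagaacacat, miR1439_5175_5205_tttgggaacggagggagtaga, miR5064_ggtgctatggataaattcaac and tae-miR5062a_tgaaccttggggaaaagccgcat, each with an adjusted p of 0.0365 from limma. UV changed 0, with 42 at an unadjusted p under 0.05 in limma, and limma without voom weights gave 0 on log2(CPM + 1) and 0 on log2(CPM + 10). Of the light miRNAs, 6 were also among those changed by heat. Independent lists would share 4.28. Unchanged groups simulated against the same controls shared 0, but there heat was unchanged too. That 0 therefore does not tell how large an overlap to set against 6 when heat changes many miRNAs. Part of any excess may come from the shared controls. With the plant group, sampled at all 6 times, as a random block light gave 0, UV 0, heat 137 and the overlap 0. The light number moved with single plant groups, to 33 without light replicate 1, to 2 without control replicate 3 and to 0 without control replicate 2, light replicate 2 or 3, or UV replicate 1 or 2. The overlap with heat moved to 30, 1 and 0, respectively. The UV number was 8 without light replicate 3, 4 without control replicate 3 and 2 without UV replicate 2. With library totals in place of TMM light gave 30 and UV 4. Without 7 DAT light gave 15, UV 1 and the overlap 12, a setting chosen after seeing the data.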

Interestingly, 46 and 44 of the 79 miRNAs were down regulated at 0 and 1 day after heat stress, respectively (Fig. S4). 

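At single sampling times 35 miRNAs fell and 27 rose at 0 DAT, 38 fell and 26 rose at 1 DAT (adjusted p under 0.05 from limma). In the same test 32 fell and 45 rose at 2 DAT, and 25 fell and 27 rose at 3 DAT. Later, 39 fell and 60 rose at 7 DAT, and 12 fell and 19 rose at 10 DAT. Of the 142 miRNAs changed at any sampling time, 89 had a lower estimate at 0 DAT and 82 at 1 DAT, whether or not that time passed its own test. These numbers were 62 of 172 and 52 of 172 with library totals in place of TMM and 138 of 157 and 119 of 157 with the reads of 18 to 24 nt as library size. They were 71 of 145 and 60 of 145 with scaling without the leading miR398 tag and 73 of 139 and 67 of 139 with median-of-ratios scaling. The largest falls at 0 DAT, among tags with a mean of at least 20 counts in the 6 libraries compared and no overlap between heat and control replicates, were those of miR398_gggtcgaactgagaacacatg, with a log2 fold change of -5.58 (standard error 0.99, adjusted p = 1.52e-05 from limma), and 2 others. For miR398_atgtgttcccagctcgaccc it was -4.18 (standard error 1.55, adjusted p = 0.0372 from limma), and for miR156_gctcactcctctttctgtcagcc -4.08 (standard error 1.00, adjusted p = 0.00144 from limma). The call of miR398_atgtgttcccagctcgaccc was lost without each of 7 DAT, control replicate 1, heat replicates 1, 2 and 3, light replicate 2 and UV replicate 1 in turn (adjusted p from 0.0523 to 0.233 in limma), and under 4 of the other settings (adjusted p from 0.0512 to 0.0845 in limma). In 2 heat and control libraries its count equalled that of the library before it, as did that of miR156_gctcactcctctttctgtcagcc in 1. The largest rises were those of miR167_tgaagctgccagcatgatc, with 2.41 (standard error 0.34, adjusted p = 1.45e-07 from limma), and of miR398_ggggtcgaactgggaacaca, with 2.05 (standard error 0.47, adjusted p = 0.000674 from limma). The next, miR1439_5203_5205_attttggaacggagggagtag, was at 899 ± 212 CPM after heat and 312 ± 37.6 CPM in control (SD, n = 3, adjusted p = 6.36e-07 from limma). The balance of rises and falls depended on the scaling. With library totals in place of TMM, which moved the median log2 fold change by 0.20 to 0.74 over the sampling times, there were 63 higher and 24 lower at 0 DAT, 69 higher and 21 lower at 1 DAT and 55 higher and 26 lower at 2 DAT. The numbers were 60 higher and 14 lower at 3 DAT, 118 higher and 24 lower at 7 DAT and 80 higher and 7 lower at 10 DAT. With the reads of 18 to 24 nt as library size, a shift of -0.86 to -0.15, there were 3 higher and 106 lower at 0 DAT, 10 higher and 54 lower at 1 DAT and 24 higher and 39 lower at 2 DAT. Later there were 16 higher and 33 lower at 3 DAT, 25 higher and 45 lower at 7 DAT and 6 higher and 17 lower at 10 DAT. Scaling without miR398_agggtcgaactgagaacacat, a shift of -0.13 to 0.40, gave 38 higher and 29 lower at 0 DAT, 50 higher and 27 lower at 1 DAT and 38 higher and 23 lower at 3 DAT. Median-of-ratios scaling, chosen after seeing the data, a shift of -0.29 to 0.21, gave 37 higher and 29 lower at 0 DAT, 38 higher and 32 lower at 1 DAT, 30 higher and 47 lower at 7 DAT and 15 higher and 15 lower at 10 DAT. The 99 calls at 7 DAT became 59 without heat replicate 2 and 44 in libraries thinned to 41548 reads. The 31 calls at 10 DAT became 17 without control replicate 1, and 50 without heat replicate 1. They became 13 without heat replicate 2, 14 without heat replicate 3 and 14 in thinned libraries.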

A heat map and cluster dendrogram of differentially expressed miRNAs revealed the temporal dynamics at the different sampling time points after heat stress (Fig. 3b). The expression profile of control plants at 0, 1, 2 and 3 DAT formed a distinct cluster from the heat-stressed plants at the same sampling time points, while they clustered together at 7 and 10 DAT, indicating that response to heat stress was attenuated from one week after the end of the stress onward (Fig. 3b). 

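The effect of heat at 0 and 1 DAT differed from that at 7 and 10 DAT for 53 miRNAs (adjusted p under 0.05 from limma for the difference). Of these, 50 had a more negative and 3 a more positive effect at the early times. For miR156_gctcactcctctttctgtcagc the difference was -3.69 on the log2 scale (standard error 0.37, adjusted p = 3.28e-11 from limma). Its family holds back the change from juvenile to adult growth. The miR156 tags were not divided by arm. The sequence of this tag is close to the reverse complement of miR156_tgacagaagagagtgagcac, as that of the opposite arm would be. The role of the family may therefore not be that of the tag. The mean log2 CPM of the 142 miRNAs changed by heat, scaled per miRNA, was clustered by complete linkage. Divided into 2 clusters, heat at 0, 1, 2 and 3 DAT formed the first cluster and heat at 7 and 10 DAT lay with all control groups in the other. Divided into 3, control at 7 and 10 DAT stood alone and heat at 7 and 10 DAT lay with control at 0 to 3 DAT. By average linkage only control at 7 DAT stood alone, and control at 10 DAT lay with heat at 7 and 10 DAT and control at 0 to 3 DAT. With all 232 miRNAs, heat at 7 and 10 DAT lay with control at 7 and 10 DAT, and at 2 clusters 0 heat groups were separate from control. At 3 clusters with all 232 miRNAs, heat at 0, 1, 2 and 3 DAT stood apart and control at 0 to 3 DAT formed another cluster. The Euclidean distance between heat and control libraries over the changed miRNAs was 22.3 ± 2.53 at 0 DAT, 20.3 ± 1.12 at 1 DAT, 18.7 ± 2.10 at 2 DAT, 15.2 ± 1.09 at 3 DAT, 16.4 ± 1.56 at 7 DAT and 13.7 ± 1.66 at 10 DAT (mean ± SD over pairs of libraries). Between replicates it was 13.4 ± 4.21, 11.6 ± 1.22, 9.57 ± 1.39, 7.57 ± 1.62, 7.12 ± 1.15 and 9.40 ± 2.36 in the same order. The ratio of the distances between and within groups was highest at 7 DAT, 2.30, against 1.66 at 0 DAT and 1.45 at 10 DAT. The changed miRNAs were chosen by heat against control in these same libraries, where 7 DAT gave the most calls. The ratios therefore describe these miRNAs and are no separate support for a difference. The ratio was not taken over all 232 miRNAs, and the effect of depth on it was not tested. The distance between the group means, taken on the values scaled per miRNA, was 19.0 at 0 DAT, 18.6 at 7 DAT and 12.8 at 10 DAT, and from 16.2 to 19.4 at 1, 2 and 3 DAT. The distances between libraries used log2 CPM without this scaling, so they cannot be set against those of the group means. The number of differing miRNAs was 34 without control replicate 1, 33 without heat replicate 1 and 32 without heat replicate 2. Its division into more negative and more positive early effects was 40 and 6 with library totals, 70 and 0 with the reads of 18 to 24 nt, 30 and 19 with scaling without the leading miR398 tag and 29 and 16 with median-of-ratios scaling. The shifts of the median were 0.12, -0.35, 0.37 and 0.37. From the clusters the paper concludes that the response to heat was attenuated at 7 and 10 DAT.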

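Of the 43 tags of miR398, 17 fell, 1 rose and 25 did not pass the test at 0 DAT (limma), and 16 fell and 0 rose at 1 DAT. Adjusted over the list alone, 18 fell and 1 rose at 0 DAT and 16 fell and 0 rose at 1 DAT. The list alone gave 1 rise at 1 DAT with a replicate block. At 2 and at 3 DAT 8 miR398 tags fell, with 3 and 2 that rose (8 and 9 that fell, and 2 and 3 that rose, adjusted over the list alone). At 7 DAT 32 fell and at 10 DAT 8 (36 and 10 over the list alone). The miR398 tags that rose were miR398_ggggtcgaactgggaacaca and, chosen after their values were seen, miR398_gggtcgaactgggaacaca and miR398_gggtcgaactgggaacacat. Of the 8 tags of miR156, 5 fell at 0 DAT (7 adjusted over the list alone), 7 at 1 DAT (7 over the list alone), 6 at 2 DAT (7) and 2 at 3 DAT (4). Later 1 fell at 7 DAT (0) and 0 at 10 DAT (0), and none rose at any time. The tag miR156_gctcactcctctttctgtcagc was at 3492 ± 1448 CPM after heat and 47081 ± 12749 CPM in control at 0 DAT (SD, n = 3), a log2 fold change of -3.80 (standard error 0.37, adjusted p = 3.01e-12 from limma). The value at 3 DAT was -2.16 (standard error 0.37, adjusted p = 1.61e-05 from limma). Of the 14 tags of miR169, 2 fell at 0 DAT and 2 at 1 DAT (2 and 2 adjusted over the list alone), namely miR169_ggcaagtccgtccttggctac and miR169_ggcagtcgccttggctagc. Of these, miR169_ggcagtcgccttggctagc had -2.84 (standard error 0.91, adjusted p = 0.0153 from limma) at 0 DAT and -3.65 (standard error 0.94, adjusted p = 0.00214 from limma) at 1 DAT. As a set the miR169 tags were lower at 1 DAT (fry in limma, adjusted p = 0.0360) and did not pass at 0 DAT (adjusted p = 0.172). Under other scalings it was lost at 1 DAT with library totals and scaling without the leading tag (adjusted p from 0.0579 to 0.130) and it passed also at 0 DAT (lower with the reads of 18 to 24 nt). The family totals kept their sign under each scaling at 0, 1 and 2 DAT, but that of miR169 at 3 DAT, 0.09, was -0.08 with the reads of 18 to 24 nt as library size. That of miR156 at 7 DAT, -0.49, was 0.24 with library totals. The call of miR169_ggcagtcgccttggctagc was lost at 0 DAT without each of control replicates 2 and 3 and heat replicates 1 and 3 in turn (adjusted p from 0.0782 to 0.194 in limma), and with library totals and without the library of heat 0 DAT replicate 1 (adjusted p from 0.0765 to 0.121 in limma). At 1 DAT it was lost without control replicate 3 (adjusted p = 0.0519 from limma). The call of miR169_ggcaagtccgtccttggctac at 0 DAT was lost without each of control replicate 2 and heat replicate 3 in turn (adjusted p from 0.0864 to 0.125 in limma), and with library totals (adjusted p = 0.0939 from limma). That at 1 DAT was lost without each of control replicate 3, heat replicates 1, 2 and 3 and UV replicate 1 in turn (adjusted p from 0.0524 to 0.0931 in limma), and with library totals (adjusted p = 0.0673 from limma). The 5 miR169 tags changed at any time (3 adjusted over the list alone, and 7 with a replicate block) were 10 without control replicate 1, 3 without heat replicate 2 or UV replicate 1, and 2 without control replicate 3, heat replicate 1, heat replicate 3 or 7 DAT.

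**Figure D1:**
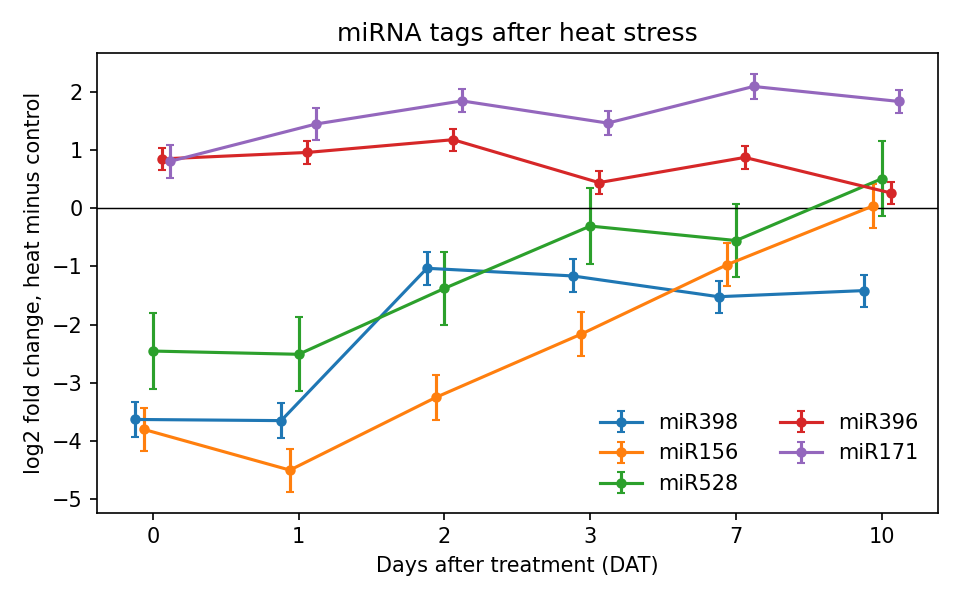
Log2 fold change of heat against control (vertical axis) at each sampling time in DAT (horizontal axis, sampling times evenly spaced) for the most abundant tags of miR398, miR156, miR528 and miR396 and for the miR171 tag miR171_ttgagccgtgccaatatcacg. Points are limma estimates and bars are standard errors (n = 3 libraries per group). The miR156 tag lies at -4.50 at 1 DAT and 0.04 at 10 DAT. With the reads of 18 to 24 nt as library size the 0 DAT points of miR396 and miR171 become -0.02 and -0.04.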

Expression profiles of miR398, miR156 and miR169 family members and isomiRs all showed reduced expression in the early recovery period after heat stress (Fig. S5a–c). In contrast, expression of miR167 and miR396 isomiRs was induced by heat stress (Fig. S5d,e), while expression of three of the four miR399 isomiRs was upregulated from 3 to 10 DAT (Fig. S5f).

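Of the 6 tags of miR396, 3 rose at 0 DAT, 2 at 1 DAT, 3 at 2 DAT and 3 at 7 DAT, with the same numbers adjusted over the list alone, and none fell (limma). They were miR396_tccacaggctttcttgaactg and, chosen after their values were seen, miR396_agaagagggtcaagaaagctgt, miR396_ttccacagctttcttgaactg and miR396_ttccacagctttcttgaactt. The most abundant, miR396_tccacaggctttcttgaactg, had log2 fold changes of 0.85 (standard error 0.20, adjusted p = 0.000674 from limma) at 0 DAT and 1.18 (standard error 0.19, adjusted p = 3.22e-06 from limma) at 2 DAT. With the reads of 18 to 24 nt as library size its value at 0 DAT was -0.02 and that of the family total -0.04, against 0.82 with TMM. Of the 11 tags of miR167, 2 rose and 1 fell at 0 DAT, 1 rose and 1 fell at 1 DAT, and 4 rose and 1 fell at 2 DAT. Later 3 rose at 7 DAT and 4 at 10 DAT (2, and 6 with 1 that fell, adjusted over the list alone, with the same numbers at 0, 1 and 2 DAT). The miR167 tags that rose were miR167_tgaagctgccagcatgatc and miR167_tgaagctgccagcatgatctga and, chosen after their values were seen, miR167_aggtcatgctggagtttcatc, miR167_gatcatgactgacagcctcatt and miR167_tgaagctgccagcatgatctgaa. Those that fell were miR167_agatcatgctgcagcttcatt, miR167_aggtcatgctggagtttcatc and miR167_tcatgctggagtttcatctgc, chosen after their values were seen. The short isomiR miR167_tgaagctgccagcatgatc had 2.12 (standard error 0.46, adjusted p = 0.000297 from limma) at 1 DAT, while the most abundant one, miR167_tgaagctgccagcatgatctga, had -0.88 (standard error 0.37, adjusted p = 0.0659 from limma). The call of the short isomiR was lost at 2 DAT without each of control replicates 1 and 3 and heat replicate 1 in turn (adjusted p from 0.0636 to 0.363 in limma), and under 4 of the other settings (adjusted p from 0.0578 to 0.139 in limma). At 10 DAT it was lost without each of 7 DAT, control replicates 1, 2 and 3, heat replicates 2 and 3, light replicates 1 and 2 and UV replicates 1 and 2 in turn (adjusted p from 0.0509 to 0.192 in limma), and under 6 of the other settings (adjusted p from 0.0570 to 0.198 in limma). The total of the miR167 family fell at 1 DAT, by 0.82 on the log2 scale (adjusted p = 0.0217 from limma), and kept this sign under each scaling. The totals at 0, 2 and 3 DAT, -0.43, -0.10 and -0.24, were 0.22, 0.10 and 0.17 with library totals. Of the 4 tags of miR399, 2 rose at 3 DAT, 3 at 7 DAT and 3 at 10 DAT (2 with 1 that fell, 3 and 4 adjusted over the list alone). In limma 1 fell at 1 DAT and 1 at 2 DAT (1 and 1 over the list alone). Those that rose were miR399_gggcgcttctcctttggcacg and miR399_gggctcctctttattggcagg and, chosen after their values were seen, miR399_tgccaaaggagaattgccctg, and miR399_tgccaaaggagagttgccctg fell. The tag miR399_gggcgcttctcctttggcacg had 4.96 (standard error 1.19, adjusted p = 0.00162 from limma) at 3 DAT and 4.20 (standard error 1.22, adjusted p = 0.0141 from limma) at 10 DAT. The call at 10 DAT was lost without each of control replicates 1 and 2 in turn (adjusted p from 0.0758 to 0.141 in limma), that at 7 DAT without each of control replicate 1 and heat replicate 2 in turn (adjusted p from 0.0646 to 0.0818 in limma), and in thinned libraries and without voom weights on log2(CPM + 1) (adjusted p from 0.0812 to 0.0844 in limma). In 1 heat or control library its count equalled that of the library before it. The call of miR399_gggctcctctttattggcagg was lost at 3 DAT without each of control replicates 1, 2 and 3 and heat replicate 1 in turn (adjusted p from 0.0502 to 0.120 in limma), and with a replicate block, with only control and the stress in the fit and in thinned libraries (adjusted p from 0.0531 to 0.0621 in limma). The replicate block (adjusted p = 0.0531 from limma) left 1 rise of miR399. At 7 DAT it was lost without each of control replicate 1, heat replicate 2 and light replicates 1, 2 and 3 in turn (adjusted p from 0.0528 to 0.123 in limma), and under 5 of the other settings (adjusted p from 0.0504 to 0.405 in limma), and at 10 DAT without each of control replicates 1, 2 and 3 in turn (adjusted p from 0.0755 to 0.134 in limma), and with only control and the stress in the fit and in thinned libraries (adjusted p from 0.0622 to 0.225 in limma). That of miR399_tgccaaaggagagttgccctg at 1 DAT was lost without each of 7 DAT, control replicates 1 and 2, heat replicates 1, 2 and 3, light replicates 1 and 3 and UV replicate 1 in turn (adjusted p from 0.0642 to 0.156 in limma), and under 4 of the other settings (adjusted p from 0.0587 to 0.687 in limma). The total of the miR399 family changed sign with the scaling at 0 and 1 DAT, from -0.07 and -0.48 to 0.61 and 0.26 with library totals, and not at 3, 7 or 10 DAT.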

### Prediction of miRNA targets and construction of regulatory networks

Using psRNA target, 70 of the differentially expressed miRNAs were predicted to target 44 putative mRNAs of the wheat unigene set and 60 from other plant species (Table 1). Gene ontology (GO) annotation showed that 18 of the targets were involved in nucleic acid binding, six were associated with kinase activity, 26 were involved in ion binding activity and another six with oxidoreductase activity (Table S4). A detailed analysis indicated that miRNAs downregulated in response to heat stress, such as miR156, Tae-miR818 and miR169, primarily targeted transcripts associated with activation of signal transduction pathways and transcription factors such as receptor-like kinases, CCAAT and MIKC-type MADS-box transcription factors. MiR169 was predicted to specifically target three members of the CCAAT-box transcription factor complex (Table 1). Other classes of targets included squamosa promoter-binding-like (SPL) proteins and flowering locus-T (FT) which mediate flower development and superoxide dismutase (SOD) which is involved in oxidative stress responses. 

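Of the 13 tags of miR1439, 4 rose and 1 fell at 0 DAT, 3 rose at 1 DAT, and 7 at 2 DAT (limma). Later 4 rose at 3 DAT, 7 at 7 DAT and 3 at 10 DAT, and none fell from 1 DAT on. Adjusted over the list alone the number at 3 DAT was 6 and the others were the same. The tags called were miR1439_catctattttggaacggaggg and miR1439_tcaaagttggacctcgggaag and, chosen after their values were seen, miR1439_agtcatctattttggaacgga, miR1439_cctccgttccaaaatagatga, miR1439_cttcgttccaaaatagatgac, miR1439_ggtcatctattttggaacgga, miR1439_tccgtaaactaatataagagc and miR1439_tcttatattagtttacggagg. As a set they were higher at 1 DAT (fry in limma, adjusted p = 0.0153) and at 2, 3, 7 and 10 DAT (adjusted p from 1.84e-08 to 0.000314). Under other scalings it was lost at 1 DAT with the reads of 18 to 24 nt and at 10 DAT with the reads of 18 to 24 nt (adjusted p from 0.0682 to 0.620) and it passed also at 0 DAT (higher with library totals and median-of-ratios scaling, lower with the reads of 18 to 24 nt). The family total kept its sign under each scaling from 1 DAT on, while the total at 0 DAT, 0.24, was -0.62 with the reads of 18 to 24 nt as library size. The tag miR1439_tcaaagttggacctcgggaag was at 368 ± 133 CPM after heat and 60.8 ± 29.9 CPM in control at 7 DAT (SD, n = 3), a log2 fold change of 2.69 (standard error 0.88, adjusted p = 0.0111 from limma). This call was lost without each of control replicate 1 and heat replicate 2 in turn (adjusted p from 0.0644 to 0.0919 in limma), and in thinned libraries (adjusted p = 0.0611 from limma). Of the 2 tags of miR159 1 rose at 7 DAT, and 1 fell at 1 DAT, 1 at 2 DAT and 1 at 3 DAT. Adjusted over the list alone 1 rose at 7 DAT and 2, 1 and 1 fell, and there were also 1 rise at 2 DAT, and 1 rise and 1 fall at 10 DAT. The tag that rose was miR159_cttggattgaagggagctct and that which fell miR159_ttggattgaagggagctctg, chosen after its values were seen. The total of the miR159 family had a log2 fold change of -0.84 at 1 DAT (adjusted p = 0.00983 from limma) and 0.65 at 7 DAT (adjusted p = 0.0360 from limma). The total at 0 DAT, -0.38, was 0.26 with library totals.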

MiRNAs induced upon heat stress at different time points, such as miR1439 and miR159, were primarily associated with histone variant H2B.1 and signal transducers including MAP and LRK14-Ser/Thr kinases. MiR160 targeted stress responsive genes such as auxin response factors and drought-responsive factors, while MiR167 and miR396 are known to target signal transducers and nutrient reservoir activity, respectively. MAPKs, F-box family proteins, histone H2B.1, acyl-CoA-binding proteins and cytidine/deoxycytidylate deaminase-like proteins were targeted by more than one miRNA (Fig. 4). Certain classes of kinases and enzymes involved in oxidative stress, such as SOD and peroxidases, were identified as targets of miRNAs that were both suppressed and induced in response to heat stress. A search for potential interacting proteins using annotated proteins in maize (*Zea mays* L.) showed that proteins associated with regulation of transcription (histones and DNA-dependent RNA polymerases), antioxidant activity, nutrient recycling and photosynthesis clustered together (Fig. 5a). A similar search with annotated proteins in rice (*Oryza sativa* spp. *Japonica* L.) revealed distinct clusters with telomerase, heat shock, glutamine synthase and glucosyl transferase associated proteins (Fig. 5b). Protein names and description of potential interacting proteins are listed (Tables S5 and S6).

## Discussion

MiRNA-guided post-transcriptional regulation has emerged as an essential component in numerous developmental processes and in stress responses in plants since their first discovery in the nematode *Caenorhabditis elegans*^29^. The advent of next generation sequencing has enhanced the identification of miRNAs across plant species, including those whose genome has not been fully sequenced^30^ (http://www.mirbase.org/cgi-bin/browse.pl). Recent studies have indicated that a set of miRNA families that regulate development related transcription factors are highly conserved and have similar targets across land plants including ferns, gymnosperms and angiosperms, spanning an evolutionary period of ~480 million years^31^. Therefore, a thorough understanding of miRNA-guided regulation underlying rapid stress adaptation can offer alternate strategies to develop stress tolerant crops in the context of unpredictable weather associated with climate change through artificial miRNA-guided gene silencing^32^ or the application of DNA markers developed based on precursor coding loci^33^. In this study, we report the identification of 232 genuine wheat miRNAs belonging to 38 families annotated with strong evidence of precursor sequence, presence of cognate star miRNA sequence and supporting stem-loop structure with 2-nt offset between mature and star miRNA reads, as per the stringent guidelines for miRNA^34^ and precursor^35^ annotations. Our results indicated that heat but not continuous light and UV stresses altered the expression profile of a significant number of miRNAs. We demonstrated that the accumulation of miRNAs in response to heat stress was highly regulated in a temporal manner to fine-tune gene expression. The miRNA targets included several mRNAs whose proteins have been previously shown to mediate stress tolerance in plants^17^,^19^,^30^.

Only 2.4% of the total reads we generated represented miRNAs, a substantially smaller fraction than the ~9% reported in Arabidopsis exposed to stresses such as dehydration, salinity, cold and abscisic acid^36^. Three factors may have contributed to this difference. First, our annotation, based on the 98,068 precursor coding loci of the IWGSC draft assembly^26^, is likely an under estimation of the actual number of miRNA loci as a consequence of the gaps remaining in this original assembly. Second, application of stringent criteria such as the requirement of a minimum of 10 RPM combined with precursor, star sequence and ideal hairpin supports for declaring miRNA excluded putative novel miRNAs without precursor support and/or those expressed at low levels in favor of fewer but more genuine miRNAs. We opted for the identification of fewer genuine miRNAs as opposed to a larger number that would likely have contained false positives. Third, the IWGSC draft assembly^26^ excluded short contigs of <200 bp matching the Triticeae Repeat Database (http://wheat.pw.usda.gov/ITMI/Repeats) and, as a consequence, precluded the identification of likely most of the genuine transposon-derived precursor loci such as MITE-derived precursor loci^37^.

Our results indicated that the 21 nt class was the predominant fraction among sRNA raw reads while the 24 nt class prevailed after assembly into distinct tags. The predominance of these size classes is a typical outcome of cleavage by DCL endonucleases, namely DCL1 for miRNAs and DCL3 for siRNAs^38^. The 21 nt sRNAs are mostly miRNAs assembled into distinct reads based on the diversity of the members of each family. The 24 nt sRNAs are mostly siRNAs whose relatively higher proportion of distinct tags reflects their origin from transposons and repetitive elements which account for ~80% of the wheat genome^26^. The presence of thousands of transposon families in the wheat genome has the potential to give rise to an enormous diversity of the 24 nt class siRNAs. Pol IV transcripts from transposons were recently discovered to generate the actual precursors of the 24 nt class of siRNAs^39^,^40^. Considering that a single precursor transcript of 24–45 nt long^39^ or 30–40 nt long^40^ is sufficient to create a unique 24 nt tag, a single transposable element spanning several kilobases has the potential to give rise to several precursor transcripts. Although only a minority of miRNAs belongs to the 24 nt class, some share a function similar to siRNAs. Indeed, a DCL3-dependent 24 nt variant miRNA has been identified to direct DNA methylation similar to siRNA^18^.

A recent study showed that even if miRNA size classes *per se* may depend on the taxonomic lineage, the 21 nt size class remained the most predominant size class among 31 species representing a wide range of vascular plants^31^. Specific family enrichment in some species/lineages may account for the size class diversity of some lineages. For example, miR156 and miR168, enriched in some species, exist predominantly as 20 and 21-mers, whereas miR472, miR482 and miR2118, enriched in others, are 22-mers^31^. Interestingly, some miRNA size classes seem to display distinctive features. For example, the less abundant 22 nt miRNAs were previously shown to arise from fold-back precursors that carry asymmetric bulges^41^.

Members of a miRNA family can display sequence and length variants^42^. They can be encoded by different loci (for instance, MIR159a and MIR159b), paralogs (for instance, MIR159a-1 and MIR159a-2) or isomiRs (length variants generated from a single precursor by DCL and/or sequence variants arising out of post-RNA editing). Accurate identification and consequently nomenclature to distinguish family members originating from paralogs encoded by distinct loci or isomiRs remains challenging because this field of research is in its infancy^43^. In our experiment, the number of members of the mature miRNA families and their length variants were given in the Fig. 2 but the lack of a complete genome sequence for wheat precluded us from obtaining full comprehension of the origin of each family members. In general, the actual number of miRNA coding loci varies for individual families and depends on the species. For instance, 14, 17, 18, 25 and 32 coding loci were identified for miR169 in *Arabidopsis, Oryza, Zea, Vitis* and *Populus*, respectively^44^.

The overall lower abundance of sRNAs in heat-stressed plants reflects the down regulation of some heat stress-associated miRNAs, particularly in the early recovery period. The consistent reduction in the overall miRNA counts correlated with the expression profiles where the only stress that significantly altered the differential expression of miRNAs was heat. 

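The 232 miRNA tags held 0.862% ± 0.0994 of the reads of 18 to 24 nt in heat libraries and 2.46% ± 0.176 in control libraries at 0 DAT (SD, n = 3). At 1 DAT the shares were 0.960% ± 0.0498 after heat and 1.95% ± 0.0661 in control. At 2 DAT they were 1.65% ± 0.220 and 2.24% ± 0.259, and at 3 DAT 1.44% ± 0.158 and 2.11% ± 0.241. At 7 DAT they were 2.50% ± 0.359 and 4.81% ± 0.291, and at 10 DAT 2.11% ± 0.175 and 3.38% ± 0.857. At each sampling time every heat library lay below every control library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). Without the leading miR398 tag miR398_agggtcgaactgagaacacat the shares were 0.834% ± 0.0993 after heat and 1.83% ± 0.124 in control at 0 DAT. The replicates then overlapped at 2 DAT (exact permutation p = 0.2), 3 DAT (p = 0.2) and 10 DAT (p = 0.6), and at 0, 1 and 7 DAT they did not (p = 0.1 each). The ratio of heat to control was 0.838 at 2 DAT and 0.751 at 3 DAT without this tag. At 10 DAT the shares were 1.60% ± 0.121 and 1.76% ± 0.372, and the ratio of heat to control moved from 0.625 to 0.911. Among the reads left after removal of chloroplast and other non-coding RNA the replicates overlapped at 10 DAT only (exact permutation p = 0.3). Over the 6 sampling times the share in light libraries differed from control by 27.9% (exact permutation p = 0.1) and that in UV libraries by -9.30% (exact permutation p = 0.1). Without the leading tag these differences were 10.1% (exact permutation p = 0.1) and -7.65% (exact permutation p = 0.1).

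**Figure D2:**
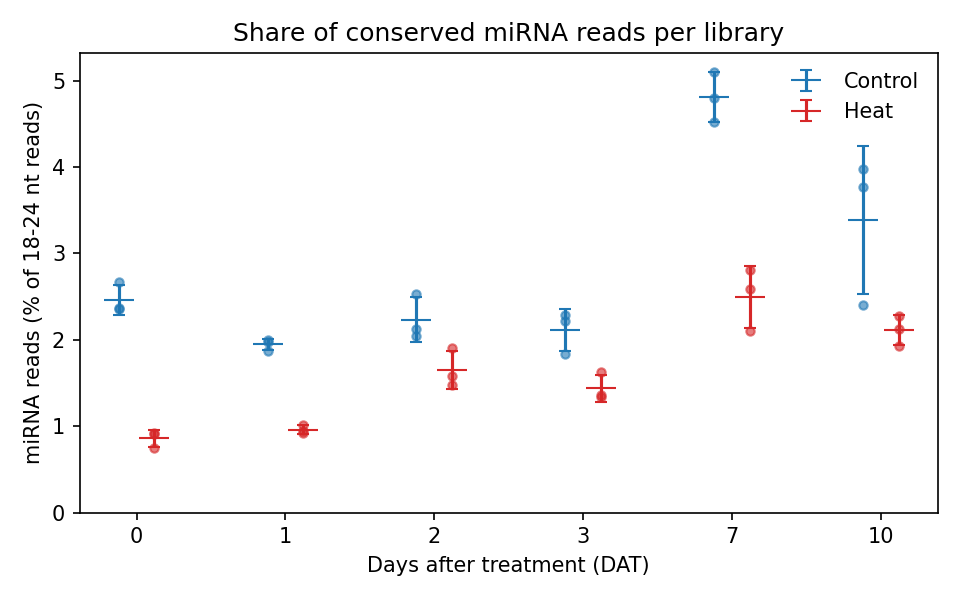
Share of the reads of 18 to 24 nt held by the 232 conserved miRNA tags, in percent (vertical axis), by sampling time in DAT (horizontal axis, sampling times evenly spaced). Points are single control and heat libraries, horizontal marks their means and bars SD (n = 3). At 0 DAT the heat mean is 0.862% and the control mean 2.46%.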

Similar reduction in sRNA read counts in the range of 20–35% have been reported in rice exposed to drought, cold and salt stresses^45^ and in poplar exposed to drought^46^. Light and UV stresses had previously been demonstrated to alter sRNA expression^47^,^48^,^49^. However, important differences exist between our experiment and these, particularly as they pertain to the tissue exposed to the stress and the time period during which the sampling was performed. For example, in Arabidopsis^47^,^49^ and wheat^48^, young seedlings were subjected to stress and the plant tissues were sampled between 2 and 24 h post-treatment. Hence, we speculate that wheat plants at the boot stage were relatively resilient to UV and light stresses, at least at the levels and intensities of our experimental conditions, as neither of these stresses significantly altered the expression level of miRNAs, even immediately at the end of the stress period, i.e., 0 DAT. 

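Immediately after the stress, at 0 DAT, light lowered 2 miRNAs. They were tae-miR5062a_tgaaccttggggaaaagccgcat, with a log2 fold change of -0.92 (standard error 0.21, adjusted p = 0.0152 from limma), and miR1439_5175_5205_tttgggaacggagggagtaga, with -0.71 (standard error 0.17, adjusted p = 0.0196 from limma). The call of tae-miR5062a was lost without each of 7 DAT, control replicates 1 and 2, heat replicates 1, 2 and 3 and light replicates 1, 2 and 3 in turn (adjusted p from 0.0538 to 0.337 in limma), and under 5 of the other settings (adjusted p from 0.0592 to 0.450 in limma). That of the miR1439_5175_5205 tag was lost without each of 7 DAT, control replicates 1, 2 and 3, heat replicates 1, 2 and 3 and light replicates 1, 2 and 3 in turn (adjusted p from 0.0715 to 0.709 in limma), and under 6 of the other settings (adjusted p from 0.0752 to 0.624 in limma). At 7 DAT 3 isomiRs of miR398 rose under light, miR398_agggtcgaactgagaacacatg, with 0.91 (standard error 0.25, adjusted p = 0.0496 from limma), and, chosen after their values were seen, miR398_agggtcgaactgagaacacatga and miR398_cagggtcgaactgagaacacat. The call of miR398_agggtcgaactgagaacacatg was lost without each of control replicates 2 and 3, heat replicate 1, light replicates 2 and 3 and UV replicates 1 and 3 in turn (adjusted p from 0.0538 to 0.335 in limma), and under 8 of the other settings (adjusted p from 0.0514 to 0.205 in limma). At 10 DAT 4 miRNAs rose and 4 fell, chosen after their values were seen except miR5064_ggtgctatggataaattcaac. Those that rose were all of miR398, miR398_gtgttcccagctcgacccc, miR398_gtgttctcaggtcgcccccgct, miR398_tgtgttcccagctcgacccc and miR398_tgttctcaggtcgcccccgc. Those that fell were miR1439_tccgtaaactaatataagagc, miR1439_tcttatattagtttacggagg, miR396_ttccacagctttcttgaactt and miR5064_ggtgctatggataaattcaac. The call of miR5064_ggtgctatggataaattcaac was lost without each of 7 DAT, control replicates 1, 2 and 3, heat replicates 2 and 3, light replicates 1, 2 and 3 and UV replicates 1 and 3 in turn (adjusted p from 0.0507 to 0.337 in limma), and under 9 of the other settings (adjusted p from 0.0590 to 0.746 in limma). Light gave no call in limma at 1, 2 or 3 DAT, where 26, 22 and 2 miRNAs had an unadjusted p under 0.05. With the replicate as a block the light calls numbered 2 at 0 DAT, 0 at 7 DAT and 0 at 10 DAT, 2 over all times. The adjusted p in limma was then 0.0694 for miR398_agggtcgaactgagaacacatg at 7 DAT and 0.0590 for miR5064_ggtgctatggataaattcaac at 10 DAT. UV gave no call in limma at 0, 1, 2, 3 or 7 DAT, where 17, 6, 27, 1 and 14 miRNAs had an unadjusted p under 0.05. UV gave 37 calls at 10 DAT, 28 lower and 9 higher. Under other scalings UV at 10 DAT gave 16 higher and 2 lower with library totals, 2 and 27 with the reads of 18 to 24 nt, 12 and 18 with scaling without the leading miR398 tag, and 16 and 18 with median-of-ratios scaling. The shifts of the median log2 fold change were 0.22, -0.09, 0.14 and 0.13. Light at 10 DAT gave 4 higher and 31 lower with library totals, 11 and 0 with the reads of 18 to 24 nt, 12 and 0 without the leading tag and 7 and 0 with median-of-ratios scaling. The shifts were -0.22, 0.25, 0.30 and 0.23. At 7 DAT light gave 0 higher and 27 lower with library totals, a shift of -0.46, 2 and 0 with the reads of 18 to 24 nt, 4 and 0 without the leading tag, and 3 and 1 with median-of-ratios scaling. At 0 DAT it gave 0 higher and 1 lower with library totals, 1 and 0 with the reads of 18 to 24 nt, 0 and 0 without the leading tag, and 0 and 0 with median-of-ratios scaling. The shifts were 0.02, 0.30, 0.12 and 0.17. Limma without voom weights on log2(CPM + 1) gave 2 light and 22 UV calls over all times, and on log2(CPM + 10) 2 and 22. The UV calls numbered 0 without UV replicate 1 or UV replicate 3, 2 without control replicate 1 and 3 without control replicate 3. The 13 light calls over all times became 1 without control replicate 2 or light replicate 2, 2 without control replicate 3, and 3 without UV replicate 1. They became 6 without heat replicate 2, 7 without heat replicate 3, 8 without UV replicate 3, 7 without 7 DAT and 34 without heat replicate 1. From the small effect of both stresses, the paper proposes, as a speculation, that wheat at the boot stage was relatively resilient to them under these conditions.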

Alternatively, the intensity and/or the duration of the light and UV stresses applied herein may have been insufficient to trigger an miRNA response in wheat leaves at the boot stage.

The abundance of distinct tags ≥10 RPM was similar across libraries, suggesting that the miRNA transcripts were tightly controlled at the transcriptional level through the regulation of their canonical or non-canonical biosynthetic pathways or as a consequence of the turnover of mature miRNAs^50^. Notably, ~99% of distinct tags were expressed at less than 10 RPM. This means that the majority of the sRNA was discarded because of their low level expression, yet subtle expression differences may still have potential impact in stress adaptation. The highly expressed miRNAs, considered conserved in plants^31^, are hypothesized to regulate cellular and developmental pathways. MiRNAs expressed at low levels are deemed non-conserved and lineage-specific regulators of stress response.

Although deep sequencing is a valuable tool for the identification and expression profiling of miRNAs, factors such as genotype, growth conditions, developmental stage, stress duration and intensity, sampling size and time, and sequencing depth can all affect the relative abundance of miRNAs^24^. In a previous study based on 12-day old seedlings of heat tolerant cultivar HD2985 subjected to 42 °C for 2 hours, 44 mature known wheat miRNAs (miRbase v19) were identified from mixed samples of root, stem, flag leaf and pollen tissues, among which, 19 were differentially expressed including four families (miR1130, miR1136, miR395a and miR408) showing expression only in heat stressed plants^51^. Inspite of differences between our studies in terms of genotypes (Glenlea vs HD2985), duration of heat stress exposure (5 days vs 2 hours), stage of sampling (boot stage vs seedling), nature of samples (leaf vs mixed), precursor evidence (~98,000 from the IWGSC draft assembly vs wheat ESTs) and method of differential expression analysis (edgeR vs log2 ratio), five major miRNA families (miR156, miR159, miR160, miR167 and miR398) associated with proteins of known heat signaling pathways were differentially expressed in both studies.

As miRNA levels are dynamically altered, especially in response to stress, quantifying miRNAs at fewer time points may limit our understanding of the role of individual miRNAs^52^. The abundance of miRNAs varied temporally during the recovery period that followed the heat stress suggesting a precise post-transcriptional regulation. For example, miR528 (Fig. S6a) and miR398 were down regulated in response to heat stress at 0 and 1 DAT. Consequently, their putative SOD targets were likely to accumulate at higher levels, enhancing antioxidant defense. 

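The tag miR528_tggaaggggcatgcagaggag, of a family of monocots that acts on transcripts of copper proteins, was at 859 ± 358 CPM after heat and 4973 ± 2267 CPM in control at 0 DAT (SD, n = 3), a log2 fold change of -2.45 (standard error 0.65, adjusted p = 0.00334 from limma). At 1 DAT the value was -2.51 (standard error 0.64, adjusted p = 0.00212 from limma). It did not pass the test at 2 DAT, with -1.38 (standard error 0.63, adjusted p = 0.0864 from limma). Nor did it pass later, with -0.31 (standard error 0.65) at 3 DAT, -0.55 (standard error 0.62) at 7 DAT and 0.51 (standard error 0.64) at 10 DAT. The miR398 tag miR398_agggtcgaactgagaacacat had -3.63 (standard error 0.29, adjusted p = 9.48e-15 from limma) at 0 DAT and -3.65 (standard error 0.30, adjusted p = 8.57e-15 from limma) at 1 DAT. It was still lower at 10 DAT, with -1.41 (standard error 0.27, adjusted p = 0.000232 from limma). This tag is of the 5′ arm, so the role of the family in the cleavage of superoxide dismutase transcripts may not be that of the tag. Of the 14 tags of the 3′ arm, 5 fell at 0 DAT, 6 at 1 DAT and 1 at 10 DAT. Adjusted over the list alone the numbers were 5, 6 and 0. As a set the 3′ arm tags did not pass at 10 DAT (adjusted p = 0.0904 from fry in limma). The time courses of miR528 and miR398 were not tested against each other. Of the 45 tags of the copper-responsive families miR398 and miR528, 19 fell at 0 DAT (22 adjusted over the list alone) and 18 at 1 DAT (18 over the list alone), while 1 rose at 0 DAT. The call of miR528_tggaaggggcatgcagaggag at 0 DAT was lost without control replicate 1 (adjusted p = 0.0556 from limma). The calls of miR398_agggtcgaactgagaacacat at 0, 1 and 10 DAT were lost in none of the alternatives.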

The accumulation of SOD catalyses the conversion of ROS such as superoxide to peroxide which is subsequently detoxified to oxygen and water by catalases and peroxidases^53^. MiR398 was demonstrated to be downregulated in response to oxidative stress in order to control Cu/Zn superoxide dismutase (CSD1 and CSD2) in Arabidopsis^17^. Similarly, miR398 suppression in response to drought stress alters peroxidases activity in maize^54^. ROS can be a toxic intermediate but it can also be a key signalling molecule (reviewed in ref. 53). ROS are also produced under normal metabolic processes and their role in signalling depends on their synthesis level and that of antioxidant enzymes. Response to heat stress may thus be mediated by antioxidant enzymes such as SOD and peroxidases whose production would be eased through the down regulation of specific miRNAs.

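Of the 15 tags of miR156, miR172 and miR5200, families of phase change and flowering, 5 fell at 0 DAT, 7 at 1 DAT, and 7 at 2 DAT (limma). Later 4 fell at 3 DAT, 2 at 7 DAT and 3 at 10 DAT. At 7 DAT 1 rose, miR172_agaatcttgatgatgctgcat, chosen after its values were seen. Adjusted over the list alone, 6, 7, 8, 10, 0 and 3 fell, and 1 rose at 7 DAT. As a set they were lower at 0 DAT (fry in limma, adjusted p = 8.31e-06) and at 1 DAT (adjusted p = 3.15e-08), where all the tags that fell were of miR156. The set was also lower at 2 DAT (adjusted p = 5.25e-07) and at 3 DAT (adjusted p = 9.02e-06). Under other scalings it passed also at 7 DAT (higher with library totals, lower with median-of-ratios scaling). Of the 5 tags of miR5200, which acts on FLOWERING LOCUS T transcripts in temperate grasses, 1 fell at 2 DAT (1 adjusted over the list alone), 2 at 3 DAT (5), 1 at 7 DAT (0) and 3 at 10 DAT (4). The most abundant, miR5200_tgtagatactccctaaggctt, had a log2 fold change of -1.52 (standard error 0.26, adjusted p = 1.09e-05 from limma) at 3 DAT. At 7 DAT it had -0.63 (standard error 0.26, adjusted p = 0.0413 from limma), which became 0.09 with library totals. The call at 7 DAT was lost without each of control replicates 2 and 3 and heat replicates 1, 2 and 3 in turn (adjusted p from 0.0530 to 0.240 in limma), and with only control and the stress in the fit, in thinned libraries and with library totals (adjusted p from 0.0538 to 0.803 in limma). The miR5200 tags that fell were miR5200_gccttagggagtatctacaat and miR5200_tgtagatactccctaaggctt and, chosen after their values were seen, miR5200_tagatactccctaaggcttgg. The total of the miR5200 family at 0, 1 and 7 DAT, -0.41, -0.50 and -0.58, became 0.24, 0.26 and 0.14 with library totals, and kept its sign at 2, 3 and 10 DAT. At 10 DAT the call of miR5200_tgtagatactccctaaggctt was lost without each of control replicates 2 and 3, heat replicate 2 and UV replicate 1 in turn (adjusted p from 0.0521 to 0.107 in limma), and in thinned libraries and with library totals (adjusted p from 0.103 to 0.289 in limma). That of miR5200_gccttagggagtatctacaat was lost without each of heat replicates 2 and 3 in turn (adjusted p from 0.0603 to 0.0690 in limma), and in thinned libraries (adjusted p = 0.209 from limma). The call of miR5200_tgtagatactccctaaggctt at 2 DAT was lost without each of control replicates 2 and 3, heat replicates 1 and 2, light replicate 2 and UV replicate 1 in turn (adjusted p from 0.0521 to 0.234 in limma), and without the library of heat 0 DAT replicate 1 and with library totals (adjusted p from 0.0538 to 0.154 in limma).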

MiRNAs associated with flowering were also suppressed in response to heat stress. MiR156, referred to as a count-down timer necessary for sustaining the juvenile phase^55^, targets a SPL family, which in turn, promotes the transition from the juvenile to the adult phases. Hence, suppression of miR156 under heat stress accelerates flowering which makes evolutionary sense^16^. Also, miR396 and miR167 are involved in physiological adaptation including stomatal movement and cell division. MiR396 targets growth regulating factors and mediates cell division and differentiation^20^. Moreover, transgenic plants overexpressing miR396 had lower stomatal density and displayed improved tolerance to drought^19^. On the other hand, increased miR167 levels and consequent reduction of its auxin response factor target impaired male and female fertility^56^. Repression of auxin signals also enhances disease tolerance to bacterial pathogens^57^. 

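At 7 DAT the miR396 tag miR396_tccacaggctttcttgaactg was at 30755 ± 3237 CPM after heat and 16923 ± 3138 CPM in control (SD, n = 3), a log2 fold change of 0.87 (standard error 0.19, adjusted p = 0.000335 from limma). This call was lost with the reads of 18 to 24 nt as library size (adjusted p = 0.0532 from limma). At 10 DAT the value was 0.26 (standard error 0.19, adjusted p = 0.363 from limma). Its effect at 0 and 1 DAT differed from that at 7 and 10 DAT by 0.33 on the log2 scale (standard error 0.19, adjusted p = 0.239 from limma). This difference passed the test without each of 7 DAT, control replicate 1, light replicates 1, 2 and 3 and UV replicate 1 in turn, in thinned libraries, with scaling without the leading miR398 tag and with median-of-ratios scaling. The adjusted p was then from 0.00363 to 0.0181 in limma, and the difference at most 1.02. For miR167_tgaagctgccagcatgatctga, the value was 0.87 (standard error 0.37, adjusted p = 0.0493 from limma) at 7 DAT and 1.10 (standard error 0.37, adjusted p = 0.0363 from limma) at 10 DAT. The early effect of this miR167 tag differed from the late one by -1.68 (standard error 0.37, adjusted p = 0.000361 from limma), the late one being the higher. The call of miR167_tgaagctgccagcatgatctga was lost at 7 DAT without each of control replicate 1, heat replicates 1, 2 and 3, light replicates 1, 2 and 3 and UV replicates 1 and 2 in turn (adjusted p from 0.0537 to 0.910 in limma), and under 7 of the other settings (adjusted p from 0.0505 to 0.193 in limma). At 10 DAT it was lost without each of control replicates 1 and 3, heat replicates 1, 2 and 3, light replicates 1 and 2 and UV replicate 2 in turn (adjusted p from 0.0503 to 0.132 in limma), and with the reads of 18 to 24 nt as library size (adjusted p = 0.112 from limma). Its difference between early and late recovery was lost without control replicate 1 (adjusted p = 0.306 from limma).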

Interestingly, miR396 and miR167 expression levels were induced with heat stress but were similar to control plants from day 7 onward. Sampling time plays a crucial role in understanding the function of stress responsive miRNAs because their expression is modulated during development. Hence, a critical understanding of the control of miRNA biogenesis and turnover is required to strategize their use for the development of stress tolerant crops because constitutive expression of miRNAs may have a fitness cost.

In wheat, selective gene loss and independent evolution of genes associated with abiotic stress tolerance occur within different genomes and sub-genomes^26^. For example, transcription factors are encoded by multiple loci^58^ and control the expression of several genes in qualitative and quantitative manners. Though miRNAs targeting transcription factors were reported, it is difficult to ascribe a function to miRNAs that target transcription factors because the latter can control the expression of multiple genes and the overall outcome may lead to functional redundancies. Also, miRNAs targeting MAPK activity were functionally characterized in several plant species (reviewed in ref. 59) but few have been functionally characterized in wheat^60^. Hence, further validation of the role(s) of miRNA targeted kinases and transcription factors is required because these enzymes activate multiple signalling pathways and control the expression of multiple genes involved in stress tolerance.

Small RNA mediated histone modifications, methylation of DNA sequences and chromatin remodelling can affect the expression of stress responsive genes. Common modifications of histones include phosphorylation, ubiquitination, acetylation and methylation^61^. Histone modification plays a central role in transgenerational inheritance where memory of stress exposure is retained and imprinted in the subsequent generation^62^. 

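Of miR159, which acts on MYB transcription factors, and miR1439, the tags of Fig. S6 were miR159_cttggattgaagggagctct and miR1439_catctattttggaacggaggg. The miR159 tag was at 26929.5 ± 5358 CPM after heat and 11496 ± 850.0 CPM in control at 7 DAT (SD, n = 3), a log2 fold change of 1.21 (standard error 0.31, adjusted p = 0.00130 from limma). This call was lost without control replicate 1 (adjusted p = 0.0582 from limma). At 1 DAT it had -0.77 (standard error 0.31, adjusted p = 0.0579 from limma). The miR1439 tag had 0.83 (standard error 0.20, adjusted p = 0.000817 from limma) at 2 DAT, 0.97 (standard error 0.19, adjusted p = 8.70e-05 from limma) at 7 DAT and 0.80 (standard error 0.19, adjusted p = 0.00320 from limma) at 10 DAT. At 0 DAT it had -0.62 (standard error 0.24, adjusted p = 0.0469 from limma), which was 0.04 with library totals in place of TMM. This call was lost when any 1 plant group or 7 DAT was left out (adjusted p from 0.0506 to 0.483 in limma) and under 6 of the other settings (adjusted p from 0.0530 to 0.938 in limma). That at 2 DAT was lost with the reads of 18 to 24 nt as library size (adjusted p = 0.0784 from limma) and that at 7 DAT in thinned libraries (adjusted p = 0.160 from limma). Its call at 10 DAT was lost without each of control replicate 1 and heat replicates 2 and 3 in turn (adjusted p from 0.0546 to 0.0952 in limma), and with the reads of 18 to 24 nt as library size and in thinned libraries (adjusted p from 0.123 to 0.169 in limma).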

Heat-stress induced the co-expression of miR159 and miR1439 (Fig. S6g,h) that were predicted to target histone H2B.1, a core component of the nucleosome. Although there are currently no evidence for the role of histone H2B.1 in stress tolerance, another histone variant, namely H2A.Z, was found to be a factor in thermosensing in Arabidopsis^63^. The role of methyltransferases in chromatin modification and transgenerational inheritance is emerging in both animals and plants^64^,^65^. 

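Of the 11 tags of miR395, a family of sulfate homeostasis, 1 changed after heat over the sampling times, with 1 adjusted over the list alone (limma). This was the most abundant, miR395_tgaagtgtttgggggaactc, with a log2 fold change of -4.18 (standard error 1.12, adjusted p = 0.00306 from limma) at 2 DAT and -3.25 (standard error 0.93, adjusted p = 0.00479 from limma) at 7 DAT. At 2 DAT it was at 275 ± 50.4 CPM after heat and 6439 ± 5807 CPM in control (SD, n = 3). At 0 DAT it had -1.33 (standard error 1.22, adjusted p = 0.464 from limma). The family total kept a negative sign under each scaling at all 6 sampling times, with -3.12 at 2 DAT (adjusted p = 0.00637 from limma). The joint test called 2 with a replicate block, the other tag being miR395_tgtttgggggaactctgggtg (adjusted p = 0.0401 from limma), chosen after its values were seen. Under light 0 and under UV 0 tags of miR395 changed in the joint test of limma.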

MiR395, predicted to target methyltransferases, was not differentially expressed upon any of the stresses across all time points in our experiment. This may be due to the tissue and stage sampled, i.e. leaves at the pre-reproductive stage.

MiRNAs act as mobile signals to regulate post-transcriptional gene silencing and guide epigenetic modifications^66^ by targeting ~35 proteins involved in the RNA-dependent DNA methylation (RdDM) pathway^12^. Differential expression of miRNAs from plants exposed to abiotic stresses hints at their mode of action in stress tolerance and/or stress avoidance inferred based on their interactions with target transcripts including transcription factors. Hence, further validation of miRNA targets remain an essential step towards designing translational strategies to capitalize on these regulatory genes as tools such as DNA markers for the genetic improvement of wheat.

We believe the results presented herein to be at the forefront of wheat and even plant miRNA research. We would like to emphasize a number of attributes of our experiment that are rarely observed in this type of research by themselves, let alone in combination. These are (1) the simultaneous study of multiple abiotic stresses, (2) the use of a time series, (3) the application of true biological replications, (4) the utmost strictness of the criteria used for the identification of the genuine miRNAs and (5) the large number of the latter, i.e., 232. While much remains to be done in wheat genomics and epigenetics, we hope that the high standards applied throughout the execution of this experiment and its data analyses render the results more readily applicable for crop improvement.

## Methods

### Plant material and growth conditions

Wheat (*Triticum aestivum* L.) cv Glenlea plants, obtained from a single self-fertilized homozygous line, were grown in a PG-40 growth chamber (Conviron Technologies, Winnipeg, Canada) under long-day conditions of 16 h light (300 μmol m^−2^ s^−1^) at 18 °C and 8 h darkness at 16 °C. At the boot stage, three sets of 24 plants each were exposed to one of three stress conditions for five consecutive days. The first set was exposed to continuous light. The second set was exposed to UV light for two minutes every day of the 5-day period using a 30 W TUV T8 bulb (Philips) producing short-wave UV radiation with peak at 253.7 nm (UVC). The third set, called heat-stressed, was transferred to a growth chambers where the temperature was kept constant at 37 °C day and night. These plants were well watered twice per day during the 5-day stress exposure to avoid a confounding drought stress. The remaining 24 control plants were kept in the growth chamber at 16 h/8 h day/night at 18/16 °C. After the 5-day stress exposure treatment, all plants were returned to the original growth chamber under control conditions. The experiment was conducted as a completely randomized block design with three biological replicates where each treatment and replicate corresponded to a group of eight plants.

### Sampling and RNA extraction

Leaf tissue was collected from individual plants at six time points: 0, 1, 2, 3, 7 and 10 DAT where 0 DAT corresponded to tissue sampled immediately at the end of the 5-day stress exposure period, prior to their return to the non-stressful growth conditions. Leaf tissue pieces, approximately 2.5 cm in length, were pooled from the eight plants that represented each treatment and replicate. The harvested leaf tissue pools were flash-frozen and stored in liquid nitrogen until RNA extraction. For the latter, tissue samples were ground to a fine powder with liquid nitrogen in a mortar and pestle and total RNA was isolated from homogenized tissue samples using TRI-reagent as per manufacturer’s instructions (Ambion, Naugatuck, CT). Total RNA quality and quantity were assessed on an Agilent 2100 Bioanalyzer with the RNA 6000 Nano chip (Agilent Technologies, Santa Clara, CA). A total of 72 high-quality total RNA samples, corresponding to three biological replicates, four treatments and six sampling time points, were produced.

### Small RNA library construction and sequencing

Small RNA libraries were constructed for each of the 72 samples from 5 μg of total RNA using a plate-based method developed at the BC Cancer Agency Genome Sciences Centre (Vancouver, BC, Canada). Briefly, total RNA samples were mixed with oligo-dT microbeads and loaded into a 96-well MACS column (Miltenyi Biotec, Germany). The sRNA fractions were recovered from the flow-through and precipitated with ethanol. Quality was assessed for a subset of 12 samples using an Agilent Bioanalyzer RNA 6000 Nano chip (Agilent Technologies). An adenylated 3′-adapter (5′/5rApp/ATCTCGTATGCCGTCTTCTGCTTGT/3ddC/3′) was ligated using a truncated T4 RNA ligase (New England BioLabs, Ipswich, MA) by incubating at 22 °C for 1 hour. An RNA 5′-adapter (5′-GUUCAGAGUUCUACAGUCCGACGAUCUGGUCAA-3′) was then added using a T4 RNA ligase (Ambion) by incubating at 37 °C for 1 h. The first strand cDNA was synthesized using Superscript II reverse transcriptase (Invitrogen, Carlsbad, CA) and RT primer (5′-CAAGCAGAAGACGGCATACGAGAT-3′). The cDNA was used as template for PCR amplification where unique index sequences were introduced to enable identification of the pooled libraries. PCR cycling conditions were 98 °C for 30 sec, followed by 15 cycles at 98 °C for 15 sec, 62 °C for 30 sec and 72 °C for 15 sec and a final incubation at 72 °C for 5 minutes. The quality of the libraries was assessed using a Caliper LabChipGX DNA chip (PerkinElmer, Waltham, MA). Three pools of randomly assigned sRNA libraries were created, resolved on a gel and, the 145–160 bp fractions were size-selected. Pooled libraries were ethanol precipitated and quality checked using an Agilent Bioanalyzer DNA1000 chip (Agilent Technologies). Each pooled library was diluted for cluster generation on a HiSeq 2000 flow cell according to manufacturer’s instructions. Small RNA sequencing was performed using a 50 cycle HiSeq SBS v4 kit.

### Preprocessing of sequence data

A tool chain for processing of the data was constructed. First, reads were separated into individual samples based on their index sequences. Adapter sequences were trimmed using a custom Perl script and quality assessment was performed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads ranging from 18 to 24 bp were filtered and exported as fasta files using Geneious (Biomatters Ltd, Auckland, New Zealand). Redundant reads from each dataset were grouped as distinct tags to calculate the read counts and were normalized as RPM to account for variation in sequencing depth across libraries. The non-redundant or distinct tags were used to query the Rfam^67^ and wheat chloroplast (http://www.ncbi.nlm.nih.gov/nuccore/NC_002762.1) databases. Sequences matching rRNAs, tRNAs, snRNAs, snoRNAs, other long non-coding RNAs and chloroplast sequences were removed using a python script (https://github.com/ECORC-Cloutier/mirna-pipeline). The remaining distinct tags that were identical across libraries were then consistently named.

### Identification of conserved miRNAs

Accurate miRNA annotation was carried out following guidelines of Meyers *et al*.^34^ and Kozomara and Griffiths-Jones^35^ for mature miRNA and precursor evidence, respectively. Distinct tags represented by ≥10 RPM in at least one library were mapped to the 98,068 miRNA coding loci previously identified from the hexaploid bread wheat assembly^26^ using Bowtie2^68^. Briefly, a fasta database was generated by extracting precursor sequences, distinct tags were aligned to the precursor sequences using Bowtie2 and tags with perfect match were retained. These tag sequences were then matched to another set of high confidence precursor sequences^27^ and only those with perfect matches were extracted for hairpin structure and star sequence prediction using RNAfold^69^ (https://www.tbi.univie.ac.at/RNA). Only the distinct tags that showed evidence of biosynthesis based on a matching precursor that could fold into secondary hairpin structure with <−0.2 kcal/mol/nt were kept^35^. In addition, presence of the complementary star sequence in the opposite strand with a 2 bp offset on the 3′-strand of the hairpin was assessed. Distinct tags were also matched to previously annotated miRNA and star sequences^28^. Distinct tags with strong evidence for their biosynthesis, including both precursor and star sequence supports were selected for differential expression analysis, miRNA target prediction and generation of gene regulatory networks.

### Differential expression analysis, miRNA target prediction and construction of transcriptional regulatory networks

The read counts of miRNAs annotated with strong evidence for biosynthesis from all 72 libraries (4 treatments × 3 replications × 6 time points) were used for differential expression analysis. The read counts were normalized^70^ to account for differences in library sequencing depth and RNA composition using edgeR^71^. A general linear model (GLM) was used to identify miRNAs differentially expressed across treatments and over time. MiRNAs with false discovery rate <0.05 were considered differentially expressed^72^. Heat maps were generated with normalized log2 read counts.

Putative miRNA targets were predicted from wheat unigenes (DFCI wheat gene index version 12) using psRNATarget^73^ with default parameters. The putative gene targets were identified using the UniProtKB database (http://www.uniprot.org/help/uniprotkb). Differentially expressed miRNAs and their putative target gene(s) and predicted protein(s) were used to generate regulatory networks underlying stress response. Putative target proteins and their associated GO terms and functions were identified using AgBase GORetriever (http://www.agbase.msstate.edu/cgi-bin/tools/goretriever_select.pl). Gene regulatory networks were constructed using Cytoscape^74^. MiRNA targets were used as query to search annotated protein entries in maize and rice using the online tool STRING v10 (http://string-db.org/) and potential interacting protein partners were predicted using a high confidence parameter of 0.7^75^.

## Additional Information

**How to cite this article:** Ragupathy, R. *et al*. Deep sequencing of wheat sRNA transcriptome reveals distinct temporal expression patterns of miRNAs in response to heat, light and UV. *Sci. Rep.* **6**, 39373; doi: 10.1038/srep39373 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Table S2

Supplementary Table S3

## Figures and Tables

**Figure 1:**
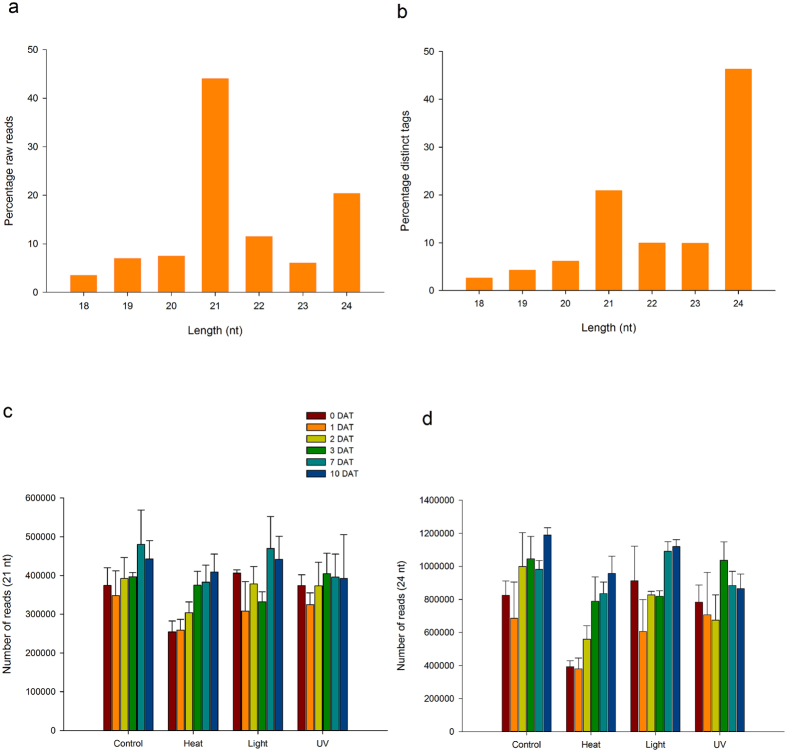
Overview of small RNA profile. (**a**) Size distribution of raw reads after size selection with Geneious. (**b**) Size distribution of distinct tags prior to removal of ncRNA and chloroplast sequences. (**c**) Distribution of 21 nt-long distinct tags by treatment. (**d**) Distribution of 24 nt-long distinct tags by treatment. The bars represent the mean and standard deviation from three biological replicates.

**Figure 2:**
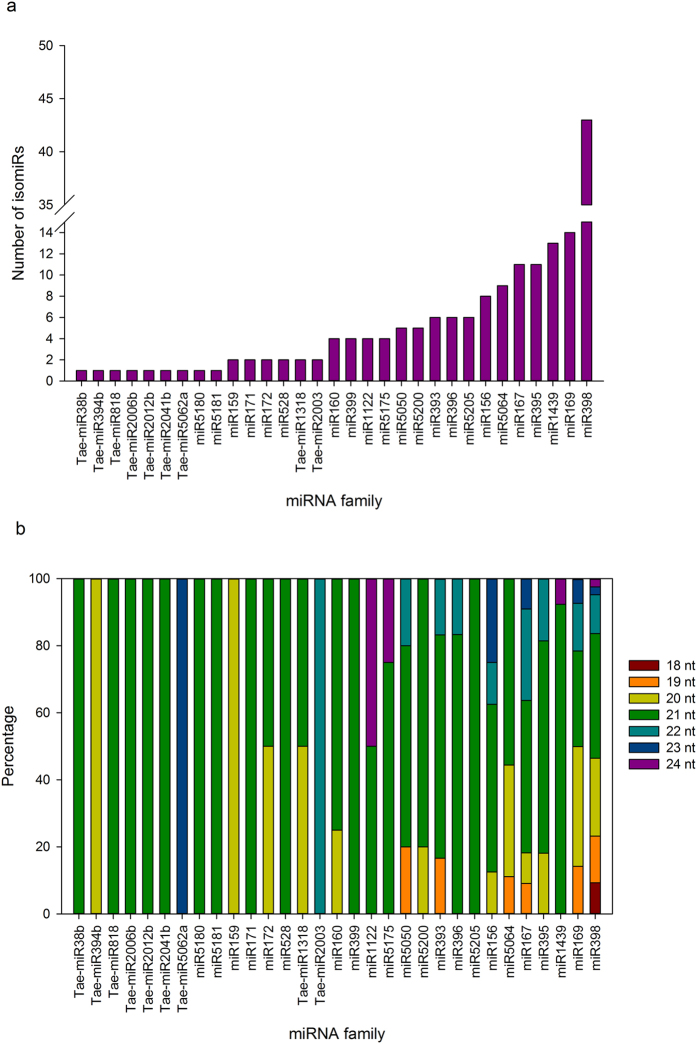
Conserved miRNA families. (**a**) Distribution of family members and isomiRs assigned to a subset of 31 mature miRNA families with distinct unambiguous precursor evidence. (**b**) Relative abundance of different size classes of the same 31 mature miRNA families.

**Figure 3:**
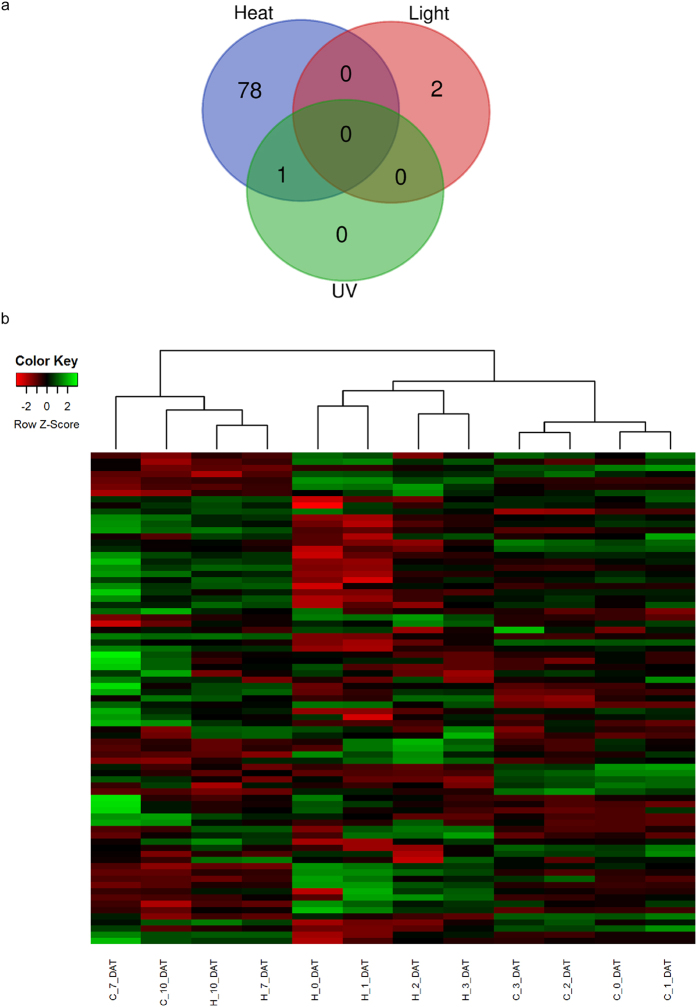
Differential expression of miRNAs following stress treatments. (**a**) Venn diagram representing the number of the miRNAs differentially expressed in response to heat, light and UV stresses. (**b**) Heat map of differentially expressed miRNAs in response to heat stress. The green color represents over expressed miRNAs while red is for under expressed miRNAs. The dendrogram at the top represents the clustering of the control (C) and heat (H) treatments at the six sampling time points of 0, 1, 2, 3, 7 and 10 days after treatment (DAT) labeled at the bottom.

**Figure 4:**
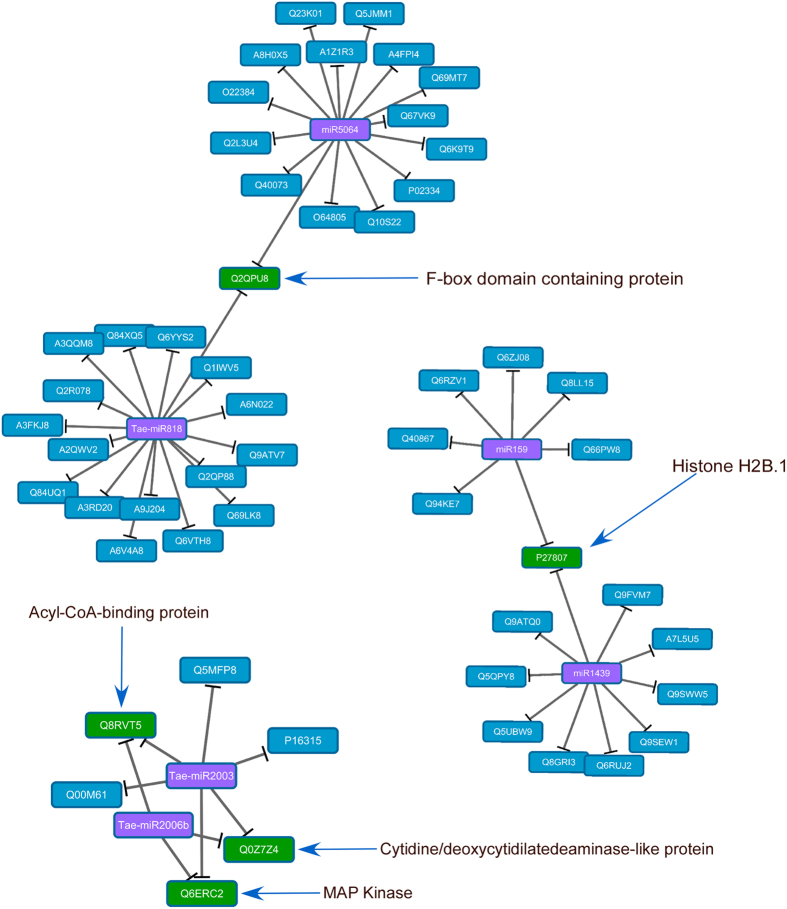
Three examples of Cytoscape networks of differentially expressed miRNAs and their targets. MiRNAs are in purple boxes in the middle of the networks and their targets are identified by their UniProtKB ID in the surrounding blue boxes. The green boxes identify the mRNAs predicted to be targeted by more than one miRNA. Targets addressed in the discussion are marked with blue arrows.

**Figure 5:**
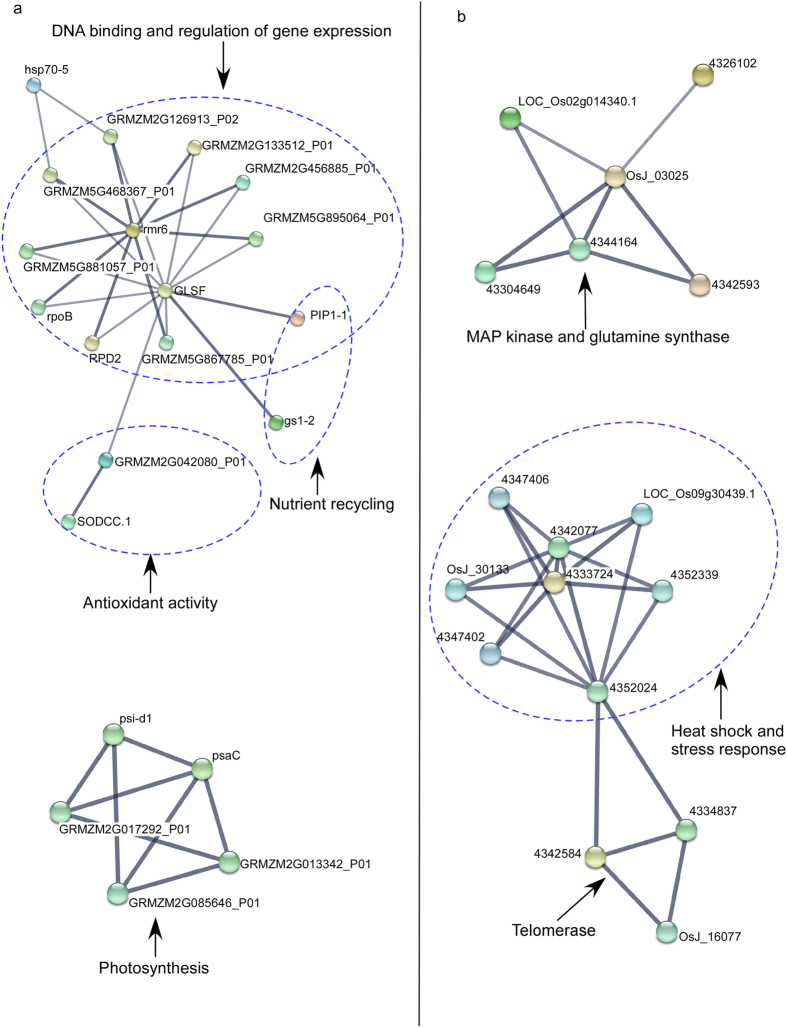
STRING network view of known and predicted interaction partners. The miRNA targets were used as query to search previously annotated proteins. (**a**) Maize (*Zea mays*), and (**b**) Rice (*Oryza sativa*). The confidence view screen shows the known and predicted protein-protein interactions where stronger associations are represented by thicker lines.

**Table 1:** PsRNA targets predicted for miRNA families containing isomiRs differentially expressed following heat stress.

Mature miRNA family	No. of family members including isomiRs	No. of differentially expressed members	Predicted target protein classes	
			Wheat	Other plant species
miR398	43	29	A3FKE5 Cluster: Superoxide dismutase	P17816 Cluster: Glycine-rich cell wall structural protein precursor
			Q93YY0 Cluster: 68 kDa protein HP68	
			A7J2I2 Cluster: Plasma membrane intrinsic protein	
			Q41539 Cluster: Endochitinase precursor	
			Q9LKM4 Cluster: Cold-responsive protein	
			P00228 Cluster: Ferredoxin; chloroplast precursor	
			Q9S7U0 Cluster: Inositol-3-phosphate synthase	
miR156	8	7	Q9ATQ5 Cluster: LRK33 (ATP binding)	Q0JGI1 Cluster: Squamosa promoter-binding-like protein 2
				Q49I55 Cluster: Teosinte glume architecture 1
				A6MD03 Cluster: F-box family protein
				Q16FC2 Cluster: Cytochrome P450
				A0ZPR8 Cluster: Telomere binding protein
				A6MD03 Cluster: F-box family protein
				Q6EUS6 Cluster: Aspartate aminotransferase
				Q3IS37 Cluster: Glycosyl/glycerophosphate transferase
				Q2QQS5 Cluster: Cyclin-T1-4; n = 1; *Oryza sativa japonica*
miR169	14	6	Q6Q1B9 Cluster: CCAAT-box transcription factor complex WHAP12 - DNA binding	Unknown
			Q6Q1C5 Cluster: CCAAT-box transcription factor complex WHAP6 - DNA binding	
			AAS78483.1 CCAAT-box transcription factor complex WHAP9	
miR167	11	4	A7U1×4 Cluster: ABP-1	Unknown
			Q4VWF0 Cluster: Histidine-containing phosphotransfer protein - Signal transducer	
miR399	4	4	A7TVU8 Cluster: Asynapsis 1	A2Q2W7 Cluster: 4Fe-4S ferredoxin; iron-sulfur binding
				Q75HA3 Cluster: Expressed protein - Intergral membrane protein
				Q1III0 Cluster: ABC nitrate/sulfonate/bicarbonate transporter
				Q84VB8 Cluster: Nuclear matrix constituent-like protein
miR5050	5	4	A7LHB7 Cluster: Alpha gliadin - nutrient reservoir activity	Unknown
			Q3S2H9 Cluster: Wall-associated kinase-like 2	
miR396	6	3	Q03387 Cluster: Eukaryotic initiation factor iso-4F subunit p82-34 - regulation of translation	Unknown
			Q41583 Cluster: Initiation factor (Iso) 4f p82 subunit - regulation of translation	
			A5A4L5 Cluster: Avenin-like protein - Nutrient reservoir activity	
Tae-miR2003	2	2	Q5MFP8 Cluster: Low molecular weight glutenin - Nutrient reservoir activity	Q0Z7Z4 Cluster: Mitogen-activated protein kinase kinase 6
			Q00M61 Cluster: LMW-GS P-11	Q8RVT5 Cluster: Acyl-CoA-binding protein
			P16315 Cluster: Glutenin; low molecular weight subunit PTDUCD1 precursor	Q6ERC2 Cluster: Cytidine/deoxycytidylate deaminase-like protein
miR1439	13	1	P27807 Cluster: Histone H2B.1 - DNA binding	Unknown
			Q8GRI3 Cluster: Glutathione transferase F6	
			Q6RUJ2 Cluster: Glutamine synthetase	
			Q9SWW5 Cluster: Glutathione gamma-glutamylcysteinyltransferase 1 - Phytochelatin biosynthetic pathway	
			Q5QPY8 Cluster: Glycosyltransferase	
			Q9SEW1 Cluster: Heat shock protein 70	
			A7L5U5 Cluster: MAP kinase	
			Q9FVM7 Cluster: NADPH-cytochrome P450 reductase	
			Q5UBW9 Cluster: NAR2.1	
			Q9ATQ0 Cluster: LRK14 - Ser/Thr kinase	
miR159	2	1	P27807 Cluster: Histone H2B.1	Q40867 Cluster: Heat shock protein 17.9
			Q8LL15 Cluster: Glutathione-S-transferase	Q6RZV1 Cluster: 4-nitrophenylphosphatase-like protein
				Q6ZJ08 Cluster: Monodehydroascorbate reductase
				Q94KE7 Cluster: Early light-inducible protein ELIP
				Q66PW8 Cluster: Mitochondrial 2-oxoglutarate/malate translocator
miR160	4	1	A7×9Z8 Cluster: Drought-responsive factor-like transcription factor DRFL1a	Q6K223 Cluster: Auxin response factor 8
				A0S5Z4 Cluster: Peroxidase
				Q9M4Q0 Cluster: Molybdenum cofactor biosynthesis protein Cnx1
miR5064	1	1	Q2L3U4 Cluster: FIMBRIATA-like protein	Q67VK9 Cluster: Cgi67 serine protease-like; n = 2
			A1Z1R3 Cluster: Uroporphyrinogen III synthase - tetrapyrole biosynthetic process	Q69MT7 Cluster: C2 domain-containing protein-like
				A4FPI4 Cluster: Endo-1;4-beta-glucanase
				P02334 Cluster: Protamine-2C
				O22384 Cluster: Glycine-rich protein
				Q23K01 Cluster: Myb-like DNA-binding domain containing protein
				Q40073 Cluster: Ribulose bisphosphate carboxylase/oxygenase activase A; chloroplast precursor; n = 3
				A8H0×5 Cluster: Short-chain dehydrogenase/reductase SDR
				Q5JMM1 Cluster: Auxin response factor 3; n = 1
				Q2QPU8 Cluster: F-box domain containing protein; expressed
				O64805 Cluster: T1F15.13 protein; n = 1
				Q10S22 Cluster: TPR Domain containing protein
				Q6K9T9 Cluster: Metallo-beta-lactamase-like
miR5180	1	1	Unknown	Unknown
miR5200	1	1	Q3ZPM9 Cluster: Flowering locus T	
miR528	1	1	Q50HV8 Cluster: Glycosyltransferase	Unknown
			O24400 Cluster: Superoxide dismutase [Cu-Zn]	
			Q8H0B8 Cluster: Cold regulated protein	
Tae-miR2006b	1	1	Unknown	Q8RVT5 Cluster: Acyl-CoA-binding protein
				Q0Z7Z4 Cluster: Mitogen-activated protein kinase kinase 6
				Q6ERC2 Cluster: Cytidine/deoxycytidylate deaminase-like protein
Tae-miR394b	1	1	Q41524 Cluster: DNA-directed RNA polymerase	Unknown
Tae-miR818	1	1	A9J204 Cluster: MIKC-type MADS-box transcription factor WM22A	A3FKJ8 Cluster: PMCA-type calcium ATPase A2
			Q6VTH8 Cluster: Resistance-related receptor-like kinase	Q6YYS2 Cluster: Leucine zipper protein-like
				Q84XQ5 Cluster: Glyoxalase II
				Q1IWV5 Cluster: Transcriptional regulator
				A3RD20 Cluster: C-8
				7-sterol isomerase
				Q9ATV7 Cluster: Arabinoxylan arabinofuranohydrolase isoenzyme AXAH-II
				A6N022 Cluster: S-adenosylmethionine decarboxylase proenzyme
				A2QWV2 Cluster: Function: co-expression of het-e and het-c lead to cell death
				Q69LK8 Cluster: Serine protease-like protein
				Q2QPU8 Cluster: F-box domain containing protein
				Q2QP88 Cluster: CHY zinc finger family protein
				UPI000069F7AB Cluster: Phosphate-regulating neutral endopeptidase
				A6V4A8 Cluster: Probable radical activating enzyme
				Q2R078 Cluster: Leucine Rich Repeat family protein
				Q84UQ1 Cluster: DEAD-box ATP-dependent RNA helicase 42
				A3QQM8 Cluster: 12-oxophytodienoic acid reductase 1
Tae-miR2041b	1	1	Unknown	Q9ST55 Cluster: E2F protein - DNA binding

# Supplementary material for: Deep sequencing of wheat sRNA transcriptome reveals distinct temporal expression pattern of miRNAs in response to heat, light and UV
**Source:** Sci Rep. 2016 Dec 22;6:39373. doi: 10.1038/srep39373
**Supplement:** Supplementary Information

Deep sequencing of wheat sRNA transcriptome reveals distinct temporal expression pattern of miRNAs in response to heat, light and UV

Raja Ragupathy, Sridhar Ravichandran, Md. Safiur Rahman Mahdi, Douglas Huang, Elsa Reimer, Michael Domaratzki and Sylvie Cloutier

Figure S1. Processing workflow of wheat miRNAs. Raw read and distinct tag numbers are in parentheses.

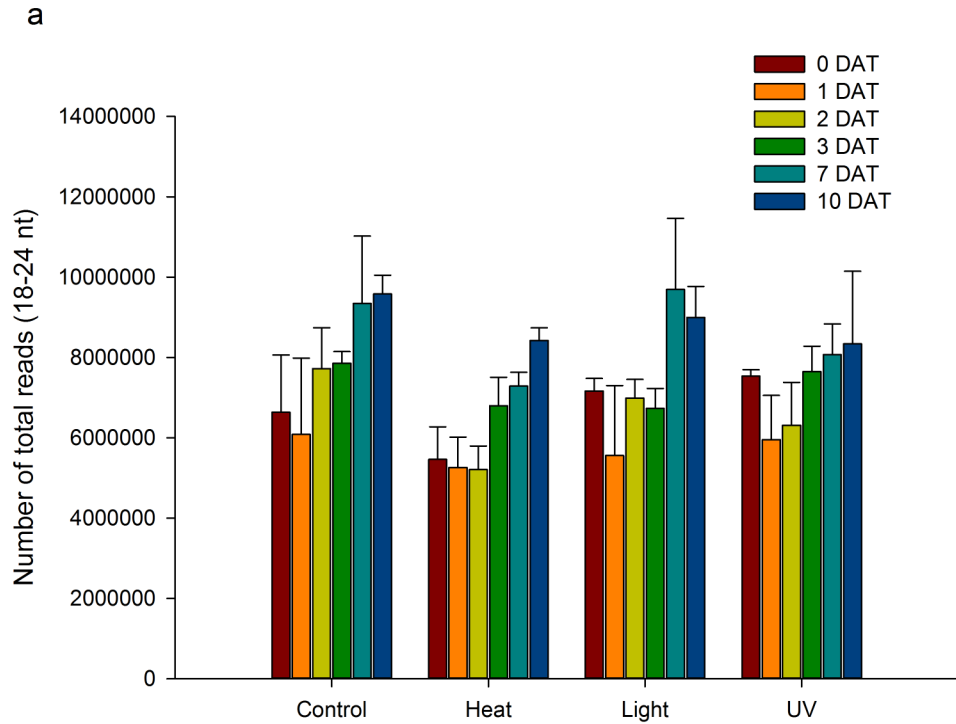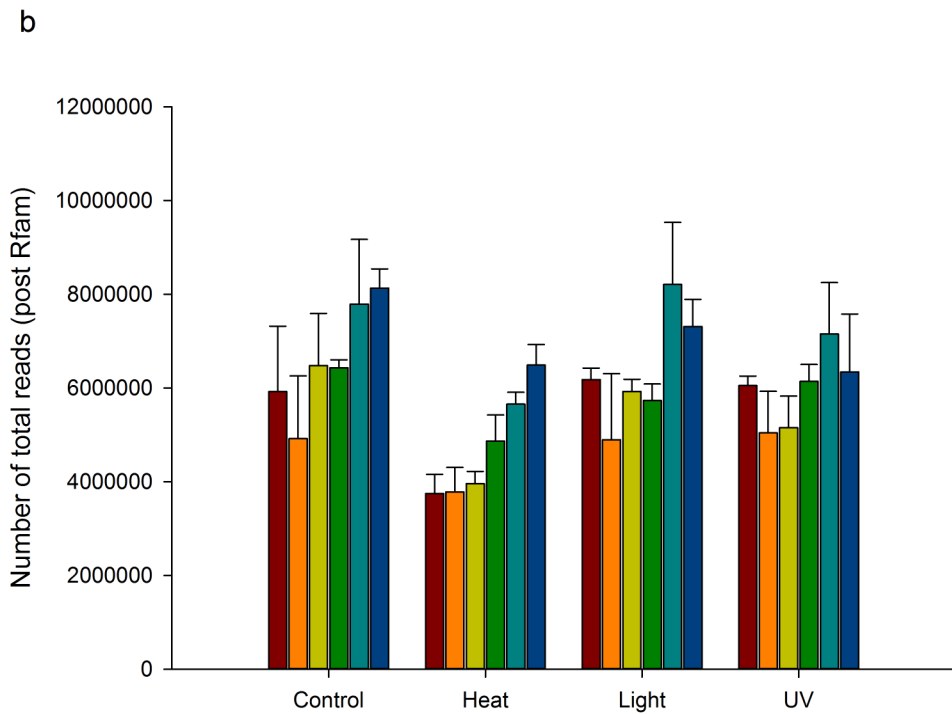

Figure S2. Overview of small RNA profile. (a) Total number of reads per treatment. **(b)** Total number of reads after removal of alternate types of non-coding RNA and chloroplast sequences. The bars represent the mean and standard deviation from three biological replicates.

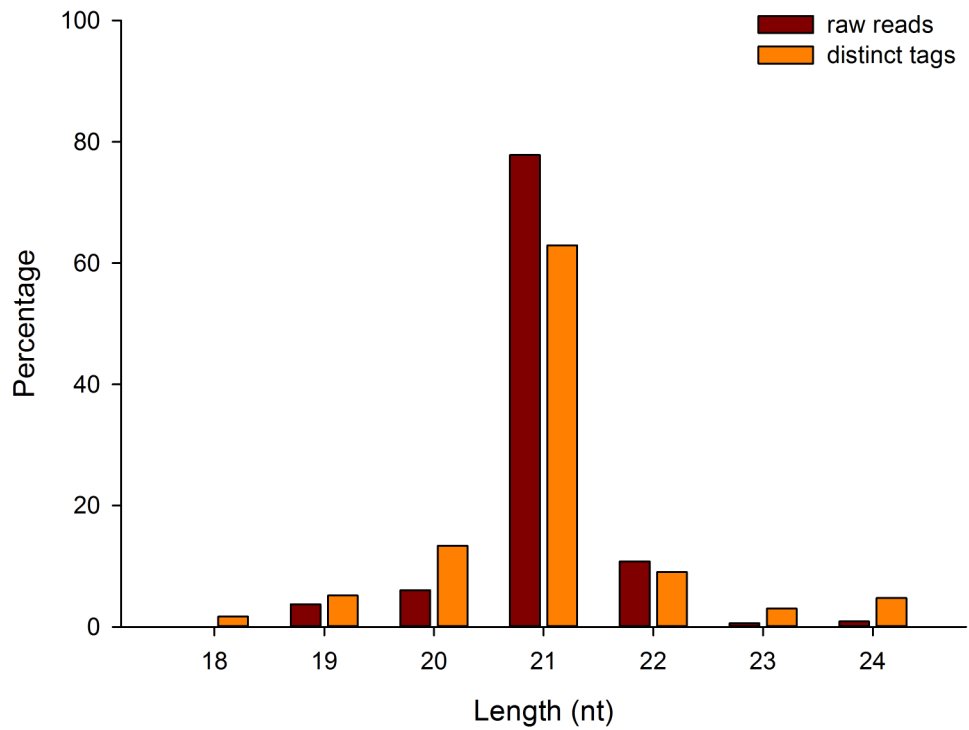

Figure S3. Size distribution of conserved miRNA families represented as percentage of raw reads and distinct tags.

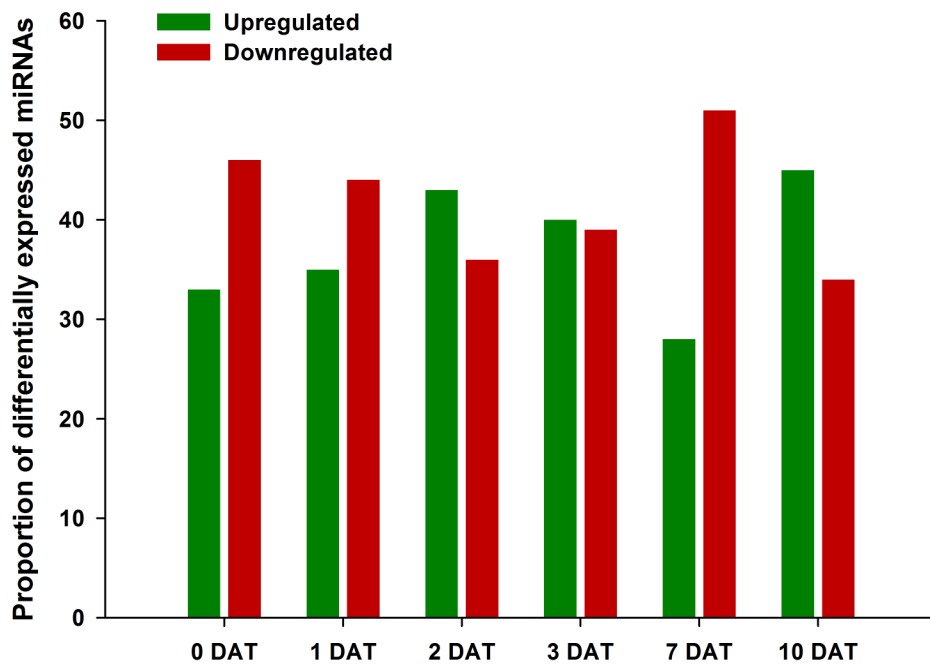

Figure S4. Proportion of differentially expressed miRNAs that were up or downregulated in response to heat stress at each sampling time point expressed as days after treatment (DAT).

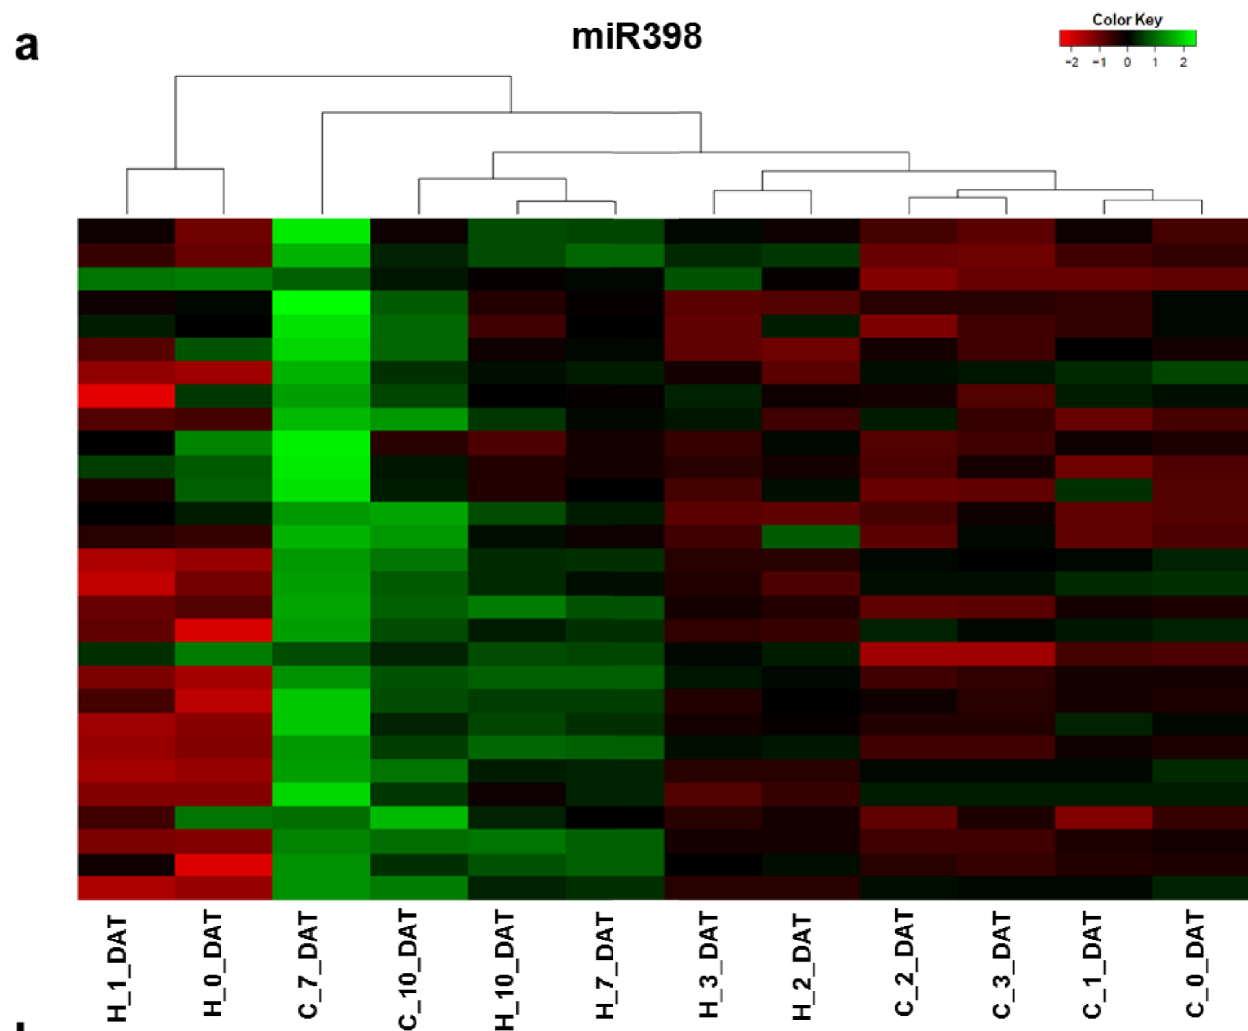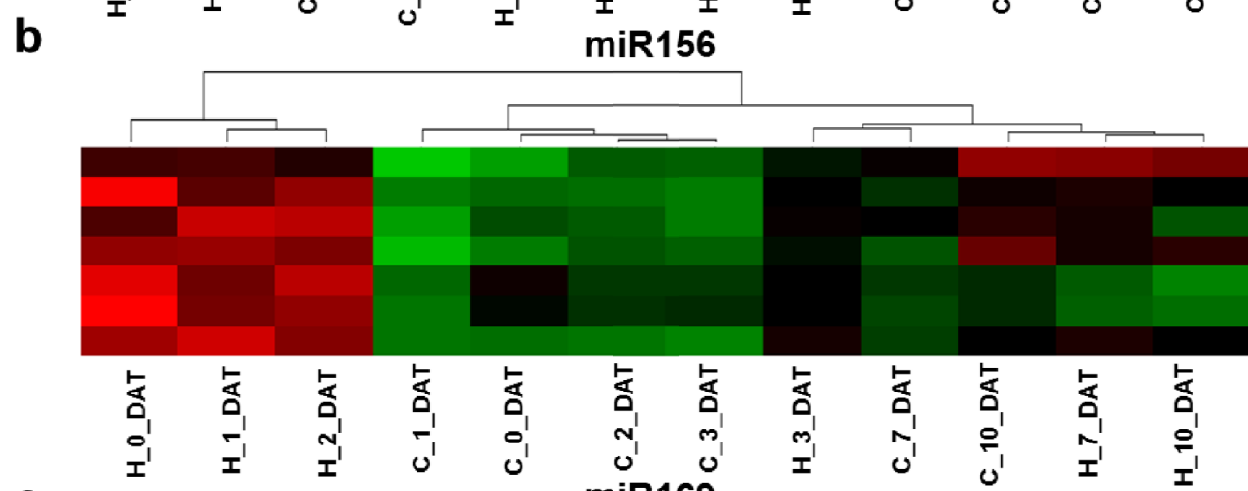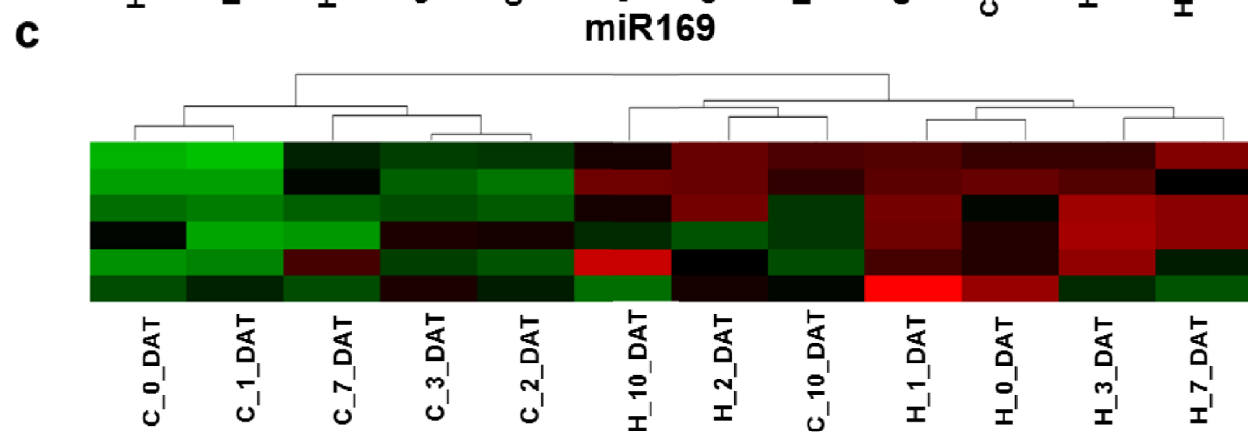

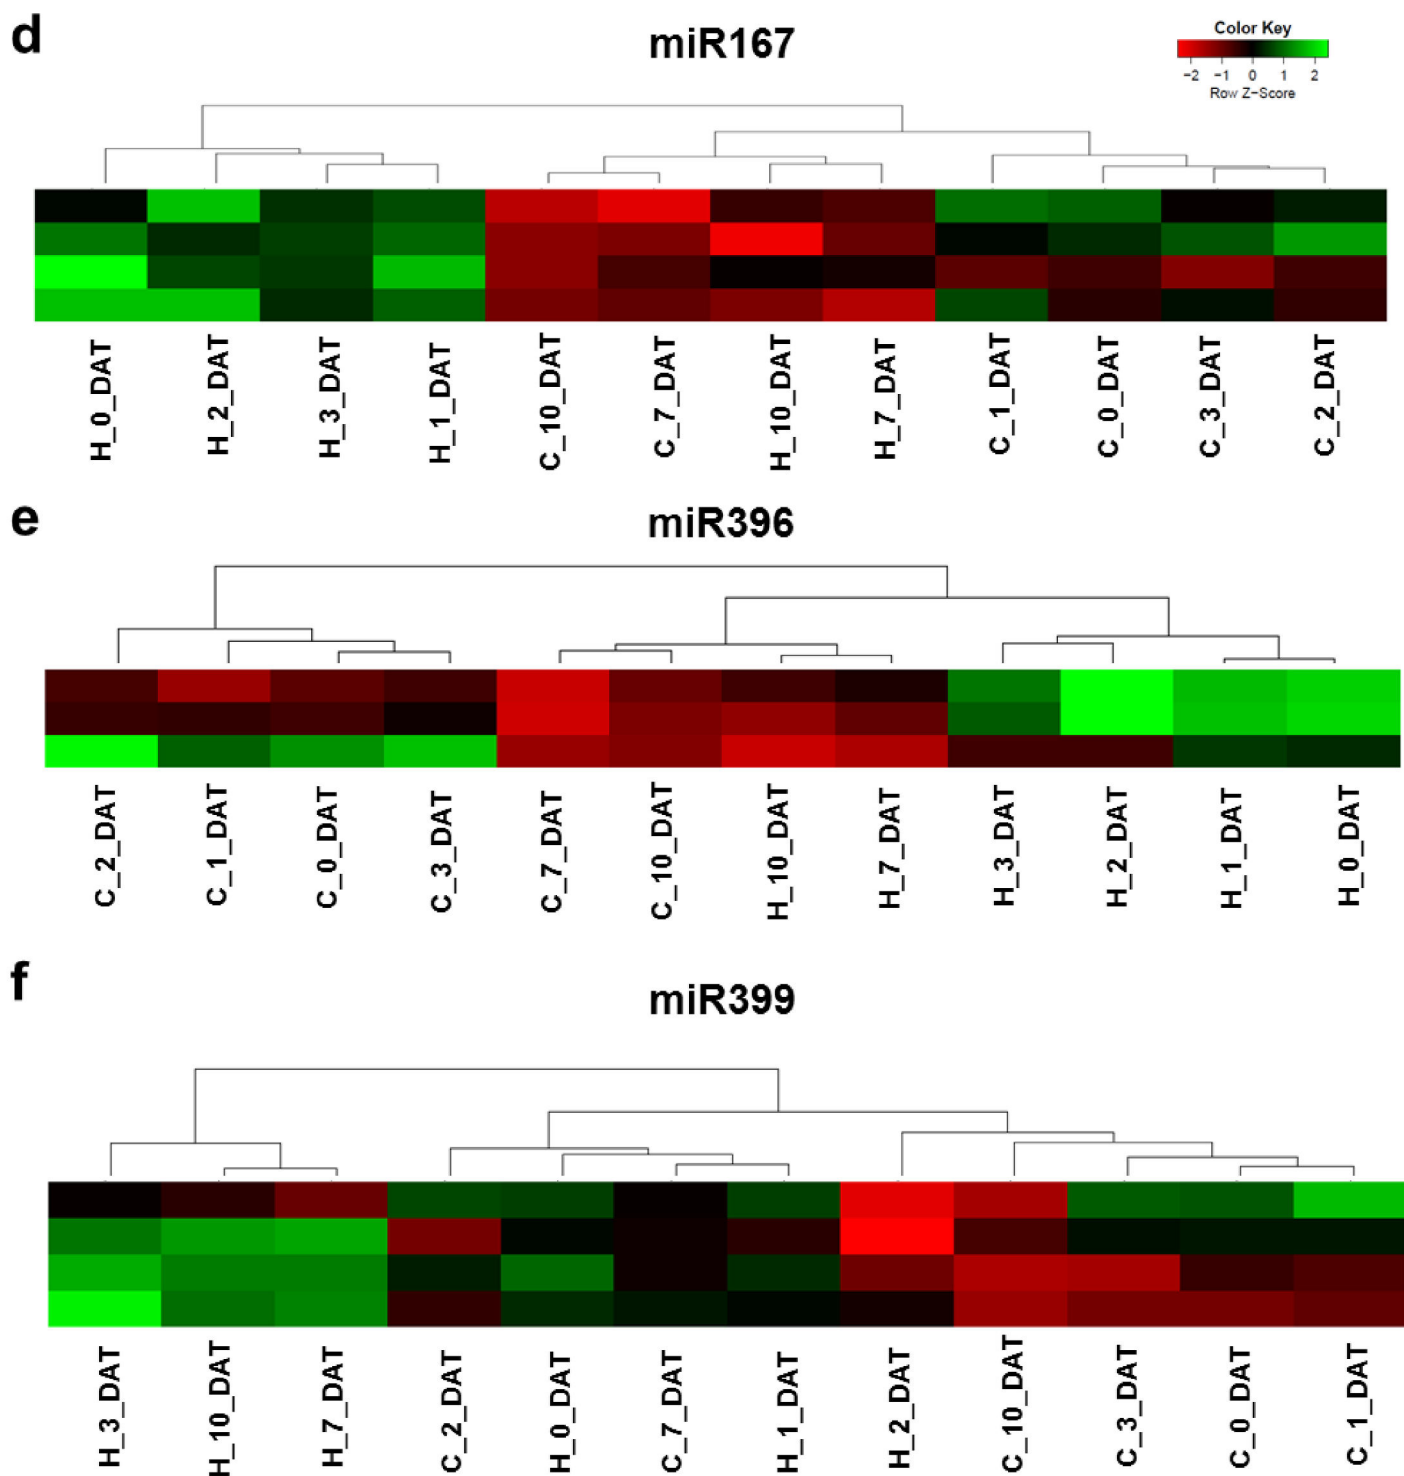

Figure S5. Heat maps of miRNA families where multiple family members and isomiRs were differentially expressed. Heat maps were generated with the moderated log2 reads per million values using R (n=3). Green represents higher expression levels than the mean while red represents lower. The dendrogram at the top represents the clustering of the control (C) and heat (H) treatments at the six sampling time points of 0, 1, 2, 3, 7 and 10 days after treatment (DAT) labeled at the bottom. (a) miR398, (b) miR156, (c) miR169, (d) miR167, (e) miR396, (f) mir399.

a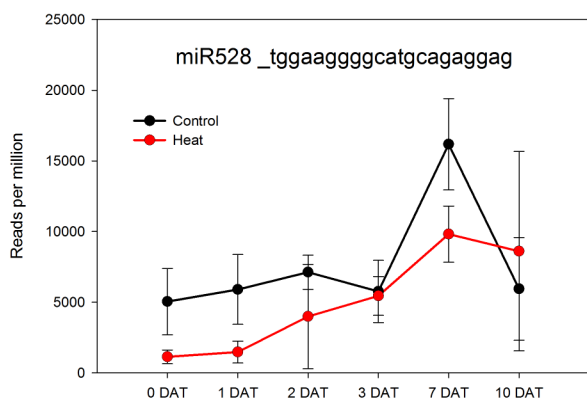**b**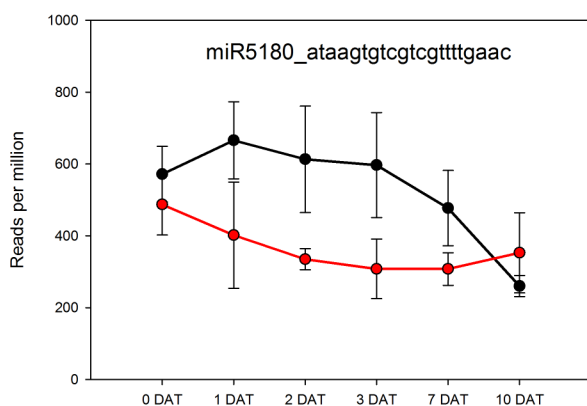**c**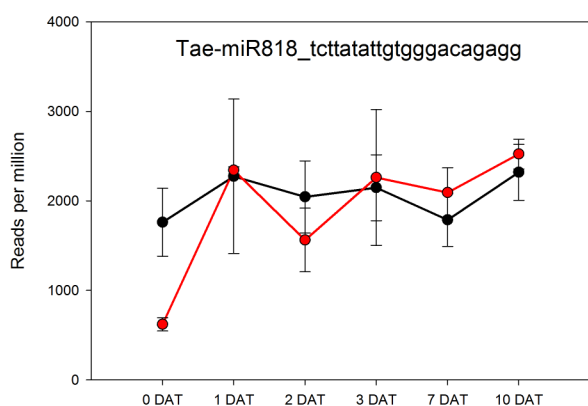**d**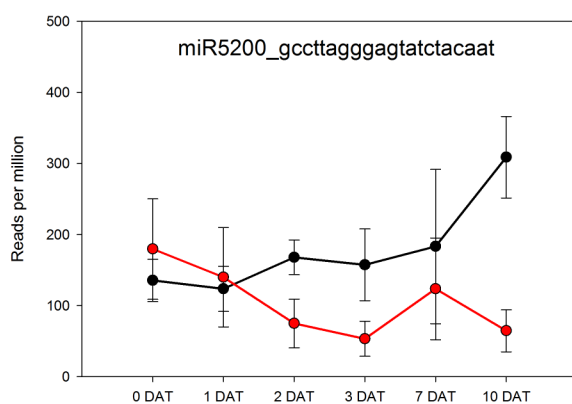**e**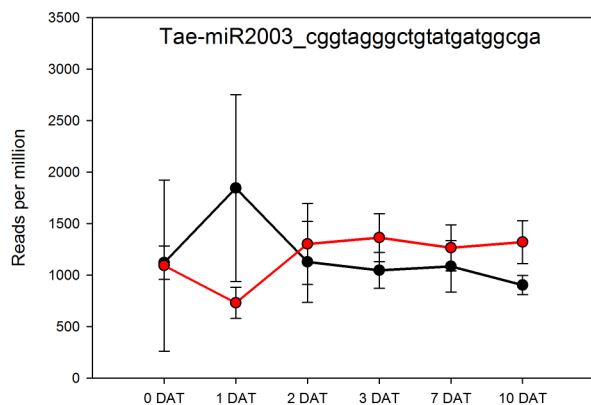**f**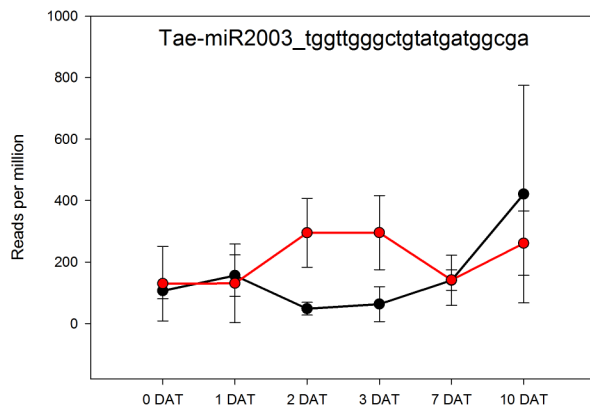

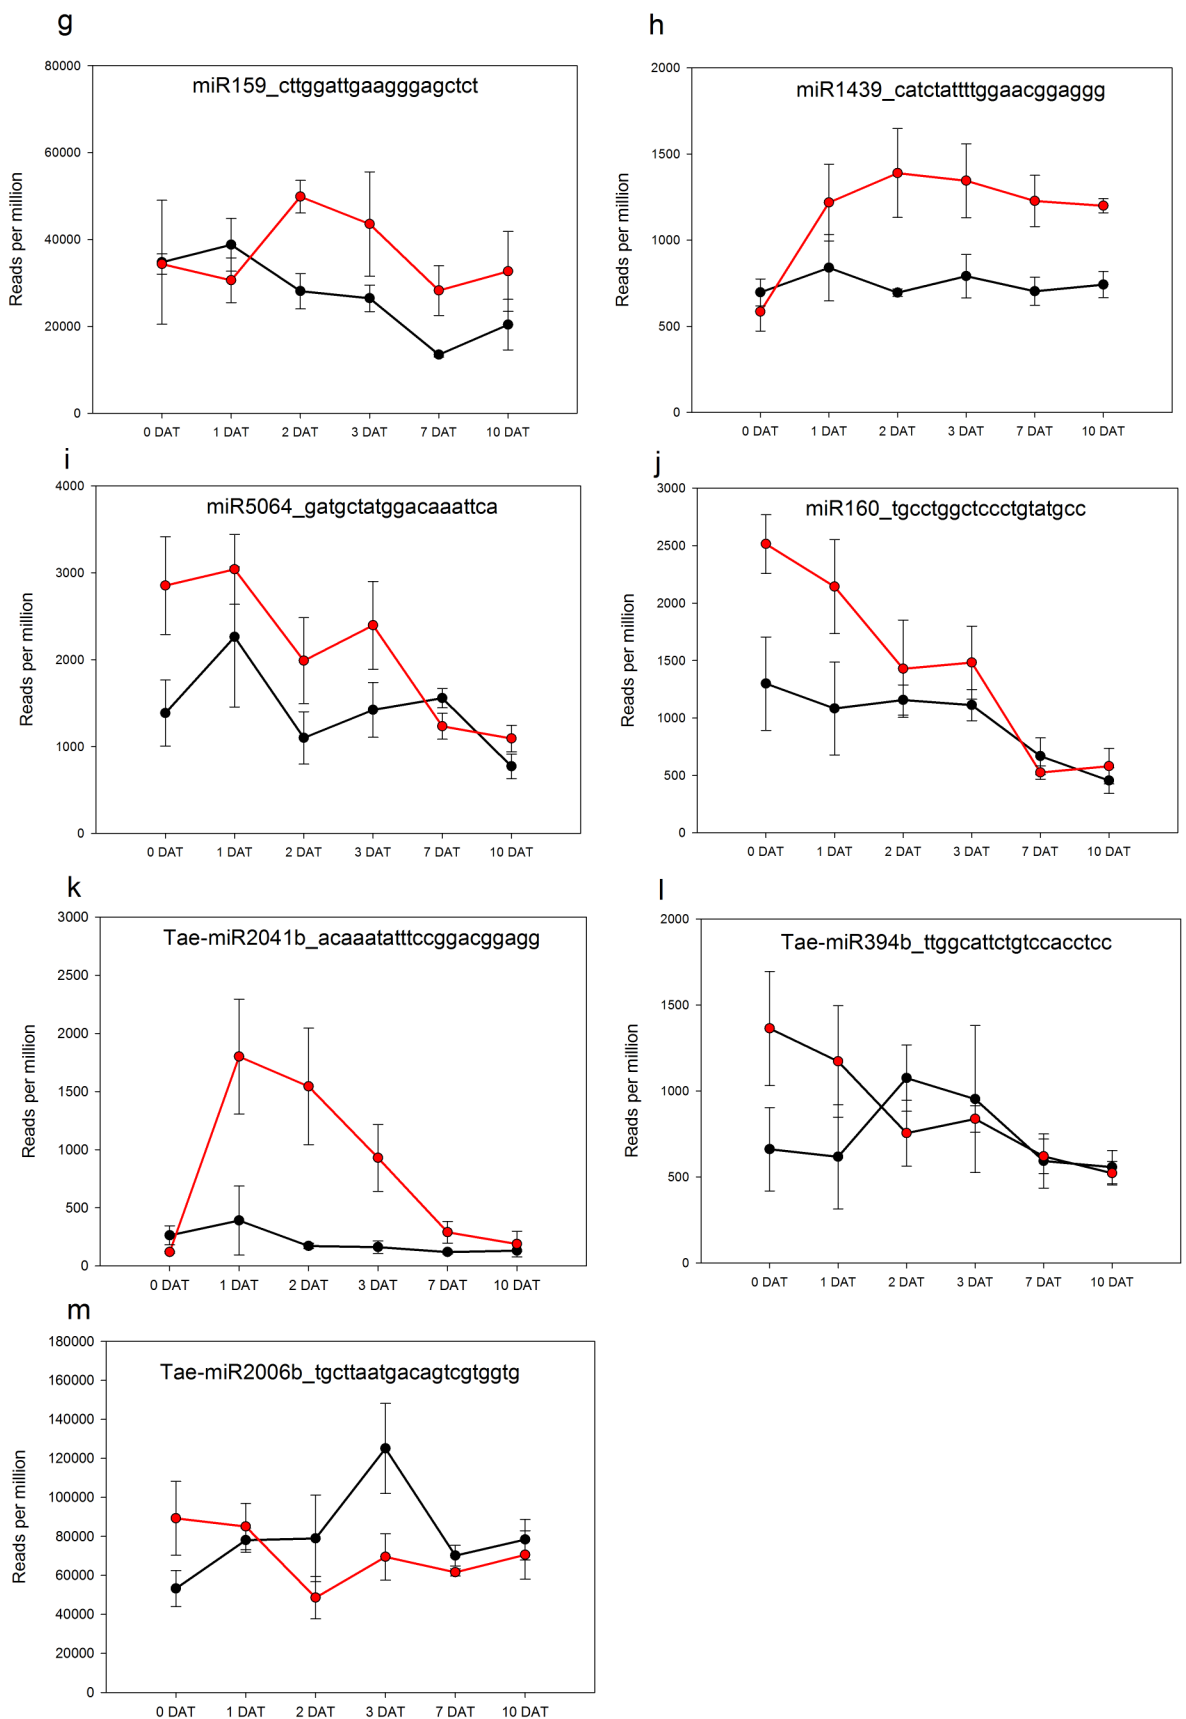

Figure S6. Line graph showing the relative abundance of miRNAs normalized as reads per million (Heat vs Control). (a-m) Various miRNAs as labeled in each box. The lines represent the mean and standard deviation from three biological replicates.

Table S1. Sequencing and processing summary of the 72 small RNA libraries. Raw reads, distinct tags and distinct miRNAs are displayed.

						Non-<br>redundant<br>dataset	Removal of chloroplast<br>and other non-coding<br>RNAs	Distinct tags with ≥ 10<br>RPM in at least one<br>library		Non-redundant<br>miRNA sequence<br>dataset		
Small<br>RNA<br>library	Treatment	Sampling<br>time (Days<br>after end of<br>treatment)	Repli-<br>cate	Raw reads	High quality<br>reads (18-<br>24bp)	Distinct tags	Raw reads	Distinct tags	Raw reads	Distinct<br>tags	Raw reads	Distinct<br>miRNAs
1	Control	0	R1	8,892,384	7,954,051	1,862,962	7,173,885	1,784,898	4,907,760	14,949	212,092	231
2	Control	0	R2	7,670,492	6,834,706	1,721,867	6,174,780	1,650,928	4,165,611	15,128	161,938	232
3	Control	0	R3	6,075,679	5,125,089	1,552,617	4,414,626	1,483,665	2,810,221	15,158	120,657	232
4	Control	1	R1	4,947,853	4,062,658	1,118,928	3,413,877	1,052,664	2,248,664	15,024	76,110	231
5	Control	1	R2	9,006,880	7,822,886	1,790,917	5,970,935	1,763,050	4,552,644	15,083	154,274	231
6	Control	1	R3	7,638,768	6,380,378	1,801,870	5,374,745	1,708,302	3,420,786	15,148	127,534	232
7	Control	2	R1	9,527,477	8,572,489	2,309,743	7,577,702	2,220,726	4,780,863	15,157	216,870	232
8	Control	2	R2	9,124,121	7,996,889	1,998,530	6,501,971	1,879,007	4,420,763	15,158	170,394	232
9	Control	2	R3	7,589,286	6,599,840	1,705,219	5,355,872	1,602,598	3,622,252	15,158	134,976	232
10	Control	3	R1	9,304,664	7,967,083	1,931,237	6,461,202	1,804,081	4,370,120	15,158	146,510	232
11	Control	3	R2	8,524,964	7,516,858	2,017,209	6,250,289	1,918,814	4,181,251	15,158	171,817	232
12	Control	3	R3	9,149,135	8,070,714	2,239,014	6,582,192	2,122,930	4,218,839	15,023	179,163	231
13	Control	7	R1	12,287,577	10,527,034	2,303,592	8,659,938	2,145,249	6,114,929	15,082	476,063	231
14	Control	7	R2	8,658,675	7,414,837	1,967,699	6,194,818	1,849,945	4,087,307	15,148	356,016	232
15	Control	7	R3	11,761,262	10,082,155	2,330,790	8,509,103	2,201,460	5,900,063	15,158	514,560	232
16	Control	10	R1	11,305,448	9,929,272	2,363,429	8,526,198	2,238,476	5,783,145	15,158	374,207	232
17	Control	10	R2	11,088,839	9,761,978	2,423,642	8,160,435	2,306,961	5,512,478	15,158	388,610	232
18	Control	10	R3	10,361,530	9,052,566	2,172,642	7,708,991	2,063,041	5,158,765	15,158	217,437	232
19	Heat	0	R1	5,775,948	4,544,251	1,036,511	3,325,346	929,225	2,390,236	15,147	41,548	232
20	Heat	0	R2	7,271,220	5,783,423	1,112,982	3,774,830	976,523	2,889,869	15,158	43,212	232
21	Heat	0	R3	7,706,788	6,064,609	1,254,552	4,142,773	1,121,602	3,042,845	14,494	56,038	215
22	Heat	1	R1	6,740,906	5,084,398	1,043,633	3,432,600	943,236	2,775,388	15,041	47,944	231
23	Heat	1	R2	7,748,601	6,090,675	1,251,622	4,386,462	1,137,191	3,522,358	15,103	61,888	231
24	Heat	1	R3	6,302,025	4,613,125	995,059	3,522,377	908,062	2,737,701	15,150	42,490	232

						Non-<br>redundant<br>dataset	Removal of chloroplast<br>and other non-coding<br>RNAs	Distinct tags with ≥ 10<br>RPM in at least one<br>library		Non-redundant<br>miRNA sequence<br>dataset		
Small<br>RNA<br>library	Treatment	Sampling<br>time (Days<br>after end of<br>treatment)	Repli-<br>cate	Raw reads	High quality<br>reads (18-<br>24bp)	Distinct tags	Raw reads	Distinct tags	Raw reads	Distinct<br>tags	Raw reads	Distinct<br>miRNAs
25	Heat	2	R1	7,153,609	5,872,789	1,463,322	4,258,188	1,360,102	2,919,069	15,157	92,875	232
26	Heat	2	R2	6,490,161	4,988,186	1,268,978	3,780,938	1,169,145	2,725,760	15,158	73,844	232
27	Heat	2	R3	6,344,509	4,764,107	1,271,939	3,835,718	1,184,748	2,697,291	15,158	90,597	232
28	Heat	3	R1	7,882,221	6,069,544	1,536,225	4,228,876	1,401,367	3,069,561	15,158	81,265	232
29	Heat	3	R2	8,560,115	6,831,434	1,855,547	5,200,461	1,753,594	3,741,099	14,760	110,818	228
30	Heat	3	R3	9,461,260	7,488,938	1,932,095	5,179,769	1,777,766	3,721,519	15,037	101,772	231
31	Heat	7	R1	9,127,311	7,497,557	1,726,070	5,482,441	1,591,398	4,066,902	15,102	157,752	231
32	Heat	7	R2	8,083,858	6,886,546	1,792,722	5,540,090	1,682,756	3,774,501	15,150	193,298	232
33	Heat	7	R3	9,174,255	7,475,776	1,991,955	5,945,687	1,856,948	3,981,000	15,157	193,128	232
34	Heat	10	R1	11,130,599	8,788,873	1,977,247	6,069,775	1,781,871	4,565,798	15,158	187,060	232
35	Heat	10	R2	9,744,300	8,247,600	2,125,387	6,949,395	2,022,950	4,665,009	15,158	159,389	232
36	Heat	10	R3	9,516,161	8,236,354	2,036,309	6,445,620	1,906,077	4,537,450	15,158	187,937	232
37	Light	0	R1	8,467,794	7,367,439	2,089,019	6,395,355	1,998,186	4,080,181	15,158	189,789	232
38	Light	0	R2	8,069,271	6,807,080	1,801,813	5,913,486	1,590,127	4,130,930	15,158	218,617	232
39	Light	0	R3	8,421,439	7,324,748	1,950,603	6,230,547	1,858,932	4,139,243	14,972	236,968	231
40	Light	1	R1	6,397,582	5,452,030	1,443,266	5,399,009	1,364,302	3,089,401	15,051	120,864	231
41	Light	1	R2	8,744,036	7,351,130	1,726,653	5,982,678	1,609,165	4,270,164	15,128	161,881	232
42	Light	1	R3	4,511,488	3,866,319	953,658	3,302,661	891,141	2,354,269	15,152	84,014	232
43	Light	2	R1	8,819,854	7,522,036	1,866,087	6,227,094	1,754,918	4,463,845	15,157	173,807	232
44	Light	2	R2	7,650,686	6,671,291	1,673,909	5,778,573	1,584,884	3,971,510	15,158	174,817	232
45	Light	2	R3	7,505,311	6,773,196	1,681,601	5,766,249	1,587,905	3,942,928	15,158	199,812	232
46	Light	3	R1	7,201,833	6,383,381	1,674,521	5,522,058	1,600,482	3,654,600	15,158	157,410	232
47	Light	3	R2	7,279,631	6,515,602	1,574,651	5,540,321	1,483,986	3,792,449	14,962	149,862	231
48	Light	3	R3	8,430,957	7,299,915	1,729,866	6,139,804	1,619,909	4,284,040	15,049	150,784	231
49	Light	7	R1	11,554,207	10,252,126	2,324,072	8,429,005	2,189,951	5,908,583	15,143	759,854	232
50	Light	7	R2	12,655,425	11,116,456	2,486,979	9,410,418	2,347,545	6,543,217	15,152	781,442	232

						Non-<br>redundant<br>dataset	Removal of chloroplast<br>and other non-coding<br>RNAs	Distinct tags with ≥ 10<br>RPM in at least one<br>library		Non-redundant<br>miRNA sequence<br>dataset		
Small<br>RNA<br>library	Treatment	Sampling<br>time (Days<br>after end of<br>treatment)	Repli-<br>cate	Raw reads	High quality<br>reads (18-<br>24bp)	Distinct tags	Raw reads	Distinct tags	Raw reads	Distinct<br>tags	Raw reads	Distinct<br>miRNAs
51	Light	7	R3	8,716,499	7,699,841	1,967,116	6,788,543	1,864,283	4,560,957	15,157	503,169	232
52	Light	10	R1	9,574,366	8,149,714	2,159,360	6,671,378	2,043,978	4,436,346	15,158	397,433	232
53	Light	10	R2	10,551,777	9,177,379	2,276,314	7,451,969	2,144,217	5,067,940	15,158	409,997	232
54	Light	10	R3	11,452,465	9,657,322	2,335,165	7,805,561	2,176,176	5,354,305	15,158	425,044	232
55	UV	0	R1	8,868,311	7,498,533	1,882,176	6,237,119	1,769,830	4,233,601	15,158	138,846	232
56	UV	0	R2	9,434,413	7,713,193	1,801,813	6,079,291	1,672,185	4,203,815	15,158	117,755	232
57	UV	0	R3	8,700,302	7,401,219	1,681,419	5,834,165	1,559,557	4,251,958	15,020	143,315	231
58	UV	1	R1	5,816,220	4,978,405	1,119,864	4,309,137	1,055,256	3,178,544	15,072	94,427	232
59	UV	1	R2	8,607,392	7,152,749	1,861,112	6,028,712	1,763,050	4,072,677	15,144	170,427	232
60	UV	1	R3	6,819,454	5,723,798	1,576,116	4,782,552	1,488,834	3,203,764	15,152	113,666	232
61	UV	2	R1	8,599,918	7,165,963	1,821,007	5,479,305	1,691,786	3,937,994	15,157	141,379	232
62	UV	2	R2	6,016,954	5,113,993	1,214,715	4,380,064	1,137,997	3,189,427	15,158	107,528	232
63	UV	2	R3	7,763,886	6,656,062	1,684,686	5,601,662	1,582,171	3,894,111	15,158	127,201	232
64	UV	3	R1	8,132,061	6,922,110	1,832,705	5,739,177	1,727,474	3,868,742	15,158	131,588	232
65	UV	3	R2	9,622,805	8,073,855	2,251,912	6,233,490	2,136,281	4,284,155	13,604	189,051	231
66	UV	3	R3	9,234,189	7,948,992	2,145,919	6,444,604	2,024,344	4,275,776	15,066	176,408	231
67	UV	7	R1	9,898,899	8,490,916	2,030,865	8,213,656	1,902,893	4,793,669	15,147	376,387	232
68	UV	7	R2	9,843,084	8,532,772	1,980,148	7,218,307	1,853,057	5,050,203	15,153	371,101	232
69	UV	7	R3	8,312,251	7,191,818	1,633,590	6,018,565	1,516,294	4,324,990	15,157	375,970	232
70	UV	10	R1	9,232,488	7,672,946	1,777,350	5,906,077	1,635,542	4,293,326	15,158	249,699	232
71	UV	10	R2	8,314,249	6,961,867	1,684,655	5,381,714	1,548,006	3,778,289	15,158	173,789	232
72	UV	10	R3	12,761,965	10,384,851	2,403,684	7,738,621	2,218,775	5,415,164	15,158	243,559	232
Total or<br>[Max]				619,112,343	523,970,715	129,382,451	426,893,832	121,294,775	294,374,930	[15,158]	14,859,743	[232]

Tables S2 and S3 are submitted as Excel spreadsheet

Table S4. Molecular function classification of predicted miRNA targets.

**Gene ontology identifier**	**Molecular function**	**Number of targets**
GO:0001071	nucleic acid binding transcription factor activity	5
GO:0003677	DNA binding	13
GO:0003723	RNA binding	3
GO:0004386	helicase activity	1
GO:0004871	signal transducer activity	2
GO:0008135	translation factor activity, RNA binding	2
GO:0008233	peptidase activity	2
GO:0008289	lipid binding	1
GO:0016301	kinase activity	6
GO:0016491	oxidoreductase activity	6
GO:0016746	transferase activity, transferring acyl groups	1
GO:0016757	transferase activity, transferring glycosyl groups	2
GO:0016765	transferase activity, transferring alkyl or aryl (other than methyl) groups	1
GO:0016779	nucleotidyltransferase activity	1
GO:0016798	hydrolase activity, acting on glycosyl bonds	2
GO:0016829	lyase activity	2
GO:0016853	isomerase activity	2
GO:0016874	ligase activity	1
GO:0016887	ATPase activity	1
GO:0019899	enzyme binding	1
GO:0043167	ion binding	26

Table S5. List of predicted interaction partners identified in maize (*Zea mays*) using STRING DB.

Protein	Description
MPK7	ABA stimulation MAP kinase (398 aa)
chiB	Endochitinase B Precursor; Fragment (EC 3.2.1.14)(Seed chitinase B); Defense against chitin containing fungal pathogens (281 aa)
GRMZM2G019863_P01	flowering locus D (808 aa)
gs1-2	Glutamine synthetase root isozyme 2 (EC 6.3.1.2)(Glutamate--ammonia ligase); Plays a role in the flow of nitrogen into nitrogenous organic compounds (369 aa)
SODCC.1	Superoxide dismutase [Cu-Zn] 2 (EC 1.15.1.1); Destroys radicals which are normally produced within the cells and which are toxic to biological systems (By similarity) (210 aa)
hsp70-5	Heat shock protein 70 Fragment (649 aa)
L-FNRll	ferredoxin (368 aa)
SODA.4	Superoxide dismutase [Mn] 3.1, mitochondrial Precursor (EC 1.15.1.1); Destroys superoxide anion radicals which are normally produced within the cells and which are toxic to biological systems (235 aa)
GRMZM2G062552_P01	glycosyltransferase (488 aa)
histone2b1	Histone H2B.1 ; Core component of nucleosome. Nucleosomes wrap and compact DNA into chromatin, limiting DNA accessibility to the cellular machineries which require DNA as a template. Histones thereby play a central role in transcription regulation, DNA repair, DNA replication and chromosomal stability. DNA accessibility is regulated via a complex set of post-translational modifications of histones, also called histone code, and nucleosome remodeling (By similarity) (151 aa)
CRS1	Chloroplastic group IIA intron splicing facilitator CRS1, chloroplastic Precursor (Protein CHLOROPLAST RNA SPLICING 1)(Chloroplastic RNA splicing factor 1); Required for the splicing of group IIA introns in chloroplasts, and especially for atpF, by regulating the intron folding. Forms splicing particles with RNA. Also involved in chloroplast protein translation (715 aa)
INO1	Inositol-3-phosphate synthase (MIP synthase)(EC 5.5.1.4)(Myo-inositol-1-phosphate synthase)(MI-1-P synthase)(IPS) (510 aa)
PIP1-1	Aquaporin PIP1-1 (Plasma membrane intrinsic protein 1-1)(ZmPIP1-1)(ZmPIP1;1)(ZmPIP1a); Water channel required to facilitate the transport of water across cell membrane. Active as heteromers with PIP1-2, but not as homomers (288 aa)
NAR2.1	high affinity nitrate transporter (203 aa)
rpoC1	DNA-directed RNA polymerase subunit beta' (EC 2.7.7.6)(PEP)(Plastid-encoded RNA polymerase subunit beta')(RNA polymerase subunit beta'); DNA-dependent RNA polymerase catalyzes the transcription of DNA into RNA using the four ribonucleoside triphosphates as substrates (683 aa)
rpoB	DNA-directed RNA polymerase subunit beta (EC 2.7.7.6)(PEP)(Plastid-encoded RNA polymerase subun [...] (1075 aa)
GLSF	Ferredoxin-dependent glutamate synthase, chloroplastic Precursor (EC 1.4.7.1)(Fd-GOGAT) (1616 aa)
rpoC2	DNA-directed RNA polymerase subunit beta" (EC 2.7.7.6)(PEP)(Plastid-encoded RNA polymerase sub [...] (1527 aa)
RPD2	RNA polymerase IV second largest subunit (1229 aa)
GRMZM2G133512_P01	DNA-directed RNA polymerase (1259 aa)
GLSF	Ferredoxin-dependent glutamate synthase, chloroplastic Precursor (EC 1.4.7.1)(Fd-GOGAT) (1616 aa)
GRMZM2G468367_P01	annotation not available (492 aa)

Protein	Description
GRMZM2G126913_P02	annotation not available (762 aa)
GRMZM5G895064_P01	DNA-directed RNA polymerase (EC 2.7.7.6) (362 aa)
GRMZM5G881057_P01	annotation not available (57 aa)
rpoB	DNA-directed RNA polymerase subunit beta (EC 2.7.7.6)(PEP)(Plastid-encoded RNA polymerase subunit beta)(RNA polymerase subunit beta); DNA-dependent RNA polymerase catalyzes the transcription of DNA into RNA using the four ribonucleoside triphosphates as substrates (1075 aa)
GRMZM5G867785_P01	annotation not available (92 aa)
GRMZM2G456885_P01	annotation not available (309 aa)
pco108652	F-box domain containing protein (493 aa)
AC213612.3_FGP001	glycine-rich cell wall structural protein (151 aa)
not1	Neighbor of TGA1 (588 aa)
pco075539	hypothetical protein LOC100274472 (461 aa)
GRMZM2G040513_P01	TPR domain containing protein (253 aa)
pco142465	hypothetical protein LOC100192021 (241 aa)
GRMZM2G055705_P01	Leucine Rich Repeat family protein (233 aa)
GRMZM2G056270_P01	RING finger and CHY zinc finger domain-containing protein 1 (293 aa)
GRMZM2G060369_P01	Putative uncharacterized protein (392 aa)
GRMZM2G065194_P01	short-chain dehydrogenase/reductase SDR (341 aa)
GRMZM2G079908_P01	Acyl-CoA-binding proteinPutative uncharacterized protein ; (116 aa)
GRP	glycine-rich protein1 (155 aa)
GRMZM2G099101_P01	endo-1,4-beta-glucanase (620 aa)
cytP450	Putative uncharacterized protein (536 aa)
GRMZM2G120408_P01	Putative uncharacterized protein (418 aa)
pox3	Peroxidase Fragment (360 aa)
GRMZM2G154839_P01	regulator of telomere elongation helicase 1 (941 aa)
x1	hypothetical protein LOC100279850 (628 aa)
elip2	early light-inducible protein ELIP (LOC541918), mRNA (186 aa)
psaC	Photosystem I iron-sulfur center (Photosystem I subunit VII)(9 kDa polypeptide)(PSI-C)(PsaC); Apoprotein for the two 4Fe-4S centers FA and FB of photosystem I (PSI); essential for photochemical activity. FB is the terminal electron acceptor of PSI, donating electrons to ferredoxin. The C-terminus interacts with PsaA/B/D and helps assemble the protein into the PSI complex. Required for binding of PsaD and PsaE to PSI. PSI is a plastocyanin-ferredoxin oxidoreductase, converting photonic excitation into a charge separation, which transfers an electron from the donor P700 chlorophyll pair [...] (81 aa)
psi-d1	Photosystem I reaction center subunit II (236 aa)
GRMZM2G013342_P01	hypothetical protein LOC100191984 (199 aa)
GRMZM2G017290_P01	photosystem I reaction center subunit III (225 aa)

Protein	Description
GRMZM2G085646_P01	annotation not available (232 aa)
GRMZM2G473891_P01	annotation not available (612 aa)

Table S6. List of predicted interaction partners identified in rice (*Oryza sativa*) using STRING DB.

Protein	Description
OST1B	dolichyl-diphosphooligosaccharide--protein glycosyltransferase 67 kDasubunit precursor, putative, expressed; Essential subunit of the N-oligosaccharyl transferase (OST) complex which catalyzes the transfer of a high mannose oligosaccharide from a lipid-linked oligosaccharide donor to an asparagine residue within an Asn-X-Ser/Thr consensus motif in nascent polypeptide chains (By similarity) (510 aa)
13113.m00205	wall-associated kinase-like 2, putative (316 aa)
4326102	resistance-related receptor-like kinase, putative, expressed (630 aa)
OsJ_04874	RNA polymerase IV largest subunit, putative (1570 aa)
LOC_Os02g01340.1	ferredoxin--NADP reductase, chloroplast precursor, putative, expressed (376 aa)
4330649	glutamine synthetase, catalytic domain containing protein, expressed; High-affinity glutamine synthetase. May be a major component of the cytosolic glutamine synthetic pathway in leaf blades (356 aa)
4331917	inositol-3-phosphate synthase, putative, expressed (510 aa)
4332082	copper/zinc superoxide dismutase, putative, expressed; Destroys radicals which are normally produced within the cells and which are toxic to biological systems (By similarity) (164 aa)
4332420	DnaK family protein, putative, expressed (653 aa)
H2B1	Core histone H2A/H2B/H3/H4 domain containing protein, putative; Core component of nucleosome. Nucleosomes wrap and compact DNA into chromatin, limiting DNA accessibility to the cellular machineries which require DNA as a template. Histones thereby play a central role in transcription regulation, DNA repair, DNA replication and chromosomal stability. DNA accessibility is regulated via a complex set of post-translational modifications of histones, also called histone code, and nucleosome remodeling (417 aa)
4332475	CGMC_MAPKCGMC_2_ERK.2 - CGMC includes CDA, MAPK, GSK3, and CLKC kinases, expressed; Involved in disease resistance and abiotic stress tolerance signaling pathways. Acts as a positive regulator of drought, salt and cold tolerance. Negatively modulates pathogenesis-related (PR) gene expression and broad-spectrum disease resistance (369 aa)
4338417	superoxide dismutase, mitochondrial precursor, putative, expressed; Destroys superoxide anion radicals which are normally produced within the cells and which are toxic to biological systems (231 aa)
4340184	osFTL3 FT-Like3 homologous to Flowering Locus T gene; contains Pfam profile PF01161- Phosphatidylethanolamine-binding protein, expressed; Probable mobile flower-promoting signal (florigen) that moves from the leaf to the shoot apical meristem (SAM) and induces flowering. Promotes the transition from vegetative growth to flowering under long day (LD) conditions. Acts upstream of MADS14 and MADS15. May also participate in the promotion of flowering under short day (SD) conditions (178 aa)
4342593	thioredoxin, putative, expressed; Thiol-disulfide oxidoreductase involved in the redox regulation of MAP kinases. Under reducing conditions, inhibits MPK1 and MPK5 kinase activities. Mediates its own transport from cell-to-cell through plasmodesmata. Possesses insulin disulfide bonds reducing activity (122 aa)
OsJ_03025	glutamate synthase, chloroplast precursor, putative, expressed; Involved in glutamate biosynthesis and plays a major role in the primary ammonium ions assimilation in seedling roots. May be involved in the reutilization of glutamine in developing organs. Plays a role in the development of tillers (2167 aa)

Protein	Description
3131432	RNA polymerase beta chain; DNA-dependent RNA polymerase catalyzes the transcription of DNA into RNA using the four ribonucleoside triphosphates as substrates (By similarity) (1075 aa)
4344774	DNA-directed RNA polymerase subunit, putative, expressed (1257 aa)
LOC_Os05g22860.1	DNA-directed RNA polymerase subunit beta, putative (408 aa)
4338310	DNA-directed RNA polymerase subunit beta, putative (573 aa)
4337169	DNA-directed RNA polymerase subunit, putative, expressed (1252 aa)
LOC_Os04g16820.1	DNA-directed RNA polymerase subunit beta, putative, expressed (1067 aa)
4333571	DNA-directed RNA polymerase II subunit RPB2, putative, expressed (531 aa)
4344164	ferredoxin-dependent glutamate synthase, chloroplast precursor, putative, expressed; Involved in glutamate biosynthesis in leaf. Required for the reassimilation of
4324876	dolichyl-diphosphooligosaccharide--protein glycosyltransferase 63 kDasubunit precursor, putative, expressed; Essential subunit of the N-oligosaccharyl
OsJ_00405	OsFBX1 - F-box domain containing protein, expressed (408 aa)
4324081	glycine-rich cell wall structural protein precursor, putative, expressed (124 aa)
4327698	C2 domain containing protein, putative, expressed (674 aa)
4325129	peroxidase precursor, putative, expressed (335 aa)
OsJ_01869	exo70 exocyst complex subunit family protein, putative, expressed (681 aa)
OsJ_03530	aminotransferase, classes I and II, domain containing protein, expressed; Important for the metabolism of amino acids and Krebs- cycle related organic acids. In plants, it is involved in nitrogen metabolism and in aspects of carbon and energy metabolism (460 aa)
OsJ_04096	josephin, putative, expressed; Interacts with key regulators of transcription and represses transcription. Acts as a histone-binding protein that regulates transcription. Acts as a deubiquitinating enzyme (By similarity) (336 aa)
SPL2	OsSPL2 - SBP-box gene family member, expressed; Trans-acting factor that binds specifically to the consensus nucleotide sequence 5'-TNCGTACAA-3' (By similarity). May be involved in panicle development (412 aa)
4329556	bifunctional monodehydroascorbate reductase and carbonic anhydrasenectarin-3 precursor, putative, expressed (266 aa)
4330045	auxin response factor, putative, expressed; Auxin response factors (ARFs) are transcriptional factors that binds specifically to the DNA sequence 5'-TGCTC-3' found in the auxin-responsive promoter elements (AuxREs) (681 aa)
4331584	MYB family transcription factor, putative, expressed (247 aa)
4331940	OsFBX77 - F-box domain containing protein, expressed (178 aa)
4332134	cytochrome P450, putative, expressed (506 aa)
OSGRP1	RNA recognition motif containing protein, expressed (162 aa)
4333724	ankyrin, putative, expressed (541 aa)
4336294	S-adenosyl-l-methionine decarboxylase leader peptide, putative, expressed (450 aa)

Protein	Description
4337434	acyl-CoA-binding domain-containing protein 6, putative, expressed (336 aa)
4347151	expressed protein (496 aa)
4347581	metallo-beta-lactamase family protein, putative, expressed (336 aa)
LOC_Os10g39990.1	short-chain dehydrogenase/reductase SDR, putative (105 aa)
LOC_Os11g25030.1	mitochondrial 2-oxoglutarate/malate translocator, putative (54 aa)
OsJ_35885	4-nitrophenylphosphatase-like, putative, expressed (235 aa)
4334837	KAP-2, putative, expressed; Single stranded DNA-dependent ATP-dependent helicase. Involved in DNA non-homologous end joining (NHEJ) required for double-strand break repair. When associated with KU70, binds to double-stranded telomeric and non-telomeric DNA sequences, but not to single-stranded DNA. Plays a role in maintaining telomere length. Acts as a negative regulator of telomerase (By similarity) (688 aa)
4342077	heat shock protein, putative, expressed (812 aa)
4352024	telomerase reverse transcriptase, putative, expressed; Telomerase is a ribonucleoprotein enzyme essential for the replication of chromosome termini in most eukaryotes. It elongates telomeres. It is a reverse transcriptase that adds simple sequence repeats to chromosome ends by copying a template sequence within the RNA component of the enzyme (By similarity) (1259 aa)
OsJ_16077	DNA ligase I, ATP-dependent family protein, expressed (1184 aa)
4335834	expressed protein (1101 aa)
4352339	heat shock protein, putative, expressed (811 aa)
OsJ_30133	hsp90 protein, expressed (1046 aa)
LOC_Os09g30439.1	heat shock protein, putative (830 aa)
4347406	heat shock protein, putative (830 aa)
4347402	heat shock protein, putative, expressed; Molecular chaperone that promotes the maturation, structural maintenance and proper regulation of specific target proteins involved for instance in cell cycle control and signal transduction. Undergoes a functional cycle that is linked to its ATPase activity. This cycle probably induces conformational changes in the client proteins, thereby causing their activation. Interacts dynamically with various co-chaperones that modulate its substrate recognition, ATPase cycle and chaperone function (By similarity)

How the deposited data were processed for this re-analysis (not part of the article)

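Small RNA libraries of wheat leaf at the boot stage came from 4 treatments, 6 sampling times and 3 replicates, 72 in all. The authors trimmed the reads, kept those of 18 to 24 nt, removed sequences of chloroplast and other non-coding RNA, kept distinct tags with at least 10 RPM in some library and matched them to wheat precursors. Bowtie2 and FastQC are named in the submitters' processing notes, with no version given in the sources used here. The authors deposited 1 table, in which the read counts of 232 tags stand above the same counts as RPM of these tags, under the same column names. Each column thus holds both units. The count part was the input here, and the RPM part served for ranges of RPM only. Read numbers before the selection of miRNA tags came from Table S1.

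The design fixed before the data were examined named a count model. It was not run, although the count part taken alone would allow it. In its place limma 3.58.1 in R 4.3.3 was run with voom weights on log2 CPM, with TMM factors, all 72 libraries in 1 fit, a mean for each treatment and sampling time, no filter on low counts and the same contrasts. This was settled before any test result was seen. A single sampling time was tested by limma's moderated test of stress minus control, any sampling time by the joint F-test of the 6 contrasts, and lists by fry in limma, which tests whether the tags of a list move on balance one way. Adjusted p-values are those of Benjamini and Hochberg, with an FDR of 0.05. The authors used edgeR, and the paper's text does not name the coefficients tested. On simulated data drawn for all 232 tags at heat 0 DAT, with 60 tags changed, the single-time test recovered 0 of 20 tags changed 1.5-fold, 6 of 20 changed 2-fold and 17 of 20 changed 4-fold, with 0 false calls among 172 unchanged tags. The joint test called 15 tags for the simulated heat comparison, of which 14 were changed. The simulation covers a change at a single sampling time only. Each tag was drawn with a coefficient of variation of 0.3, and rises and falls were equal in number and fold. Tags of wider spread and the scaling under a mainly one-sided change were therefore not tested by it.

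The named tags were those the paper names by sequence in its text or in Fig. S6, the 3 largest rises and the 3 largest falls at each sampling time after heat among called tags with a mean of at least 20 counts over the 6 libraries compared and no overlap between replicates, the tags called for light or UV over the sampling times, the most abundant tag of each family in Table 1, and the most abundant miR395 tag. Some values of Table S3, of which the copy used here lacks 23 of the 72 library columns, and the plots of Figs S5 and S6 had been seen when this rule was set. Each replicate was a separate group of plants sampled at all 6 times. The paper's methods describe a randomized block design, without saying that the replicate number is the block. The main test has no block, as fixed in the design, and results that the block changes are given with it. Of 54 correlations between stress and control libraries of the same number and time, 23 were over 0.1 (from -0.586 to 0.415, median 0.0755). With the block light gave 2 calls over single times and heat 146 at any time. Within treatment and time no pair of libraries differed by less than the sampling noise (lowest chi-square per degree of freedom 7.89 in 72 pairs). The total of the 232 tags per library, from 41548 to 781442, limits the precision for tags of low abundance.

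Some low counts were identical in unrelated libraries. They were kept as deposited, and 3 alternatives chosen after seeing the data left out the 220 counts equal to those of the library before (1.32% of 16632), the tags with a mean under 100 counts, or the library of heat 0 DAT replicate 1. The alternatives fixed earlier covered the scaling, the filter, robust estimation, the plant group and the replicate as blocks, the libraries in the fit, thinned depth, the coefficients tested and each plant group left out. Median-of-ratios scaling, limma without voom weights and leaving out 7 DAT were also chosen after seeing the data. The lists fixed earlier cover tag lengths, families, arms of miR398, and groups of families by known role or by likeness to repeats. The size classes of all small RNA and target prediction were not analysed here. Apart from miR398, the tags were not divided by arm, and star strands among them were not told apart. The known role of a family may therefore not hold for each of its tags. The results of some single tags are not reported here.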

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

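The other splits of the plant groups were set after this number was seen but before any of their results. The effect of heat at 0 and 1 DAT differed from that at 7 and 10 DAT for 53 of the 232 miRNAs, by the test of the difference itself in limma (adjusted p under 0.05). What marks this result is a difference between groups of sampling times under the same stress. The smallest p was that of miR156_gctcactcctctttctgtcagc, lower after heat at 0 and 1 DAT and not called at 10 DAT. At 7 DAT it was also called lower, with a log2 fold change of -0.97, a call lost in 5 alternatives. Without control replicate 1 the number was 34, without heat replicate 1 33 and without heat replicate 2 32. Dividing the 6 plant groups of heat and control otherwise into 3 and 3 gave at most 1, and the 10 splits are too few for a share under 0.05. Each other split mixes heat and control plants within a group, which widens the spread of miRNAs that differ. Few calls there therefore do not tell what groups without any difference would give.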

How the results depend on the processing

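The list tests by fry under other scalings were added after seeing the data. Other settings so chosen were median-of-ratios scaling, limma without voom weights, leaving out 7 DAT, the tags under a mean of 100 counts, the counts equal to those of the library before and the library of heat 0 DAT replicate 1, and the plant groups left out for the ratio of miRNA shares between heat and control. The overlap of heat and light, the members of single families and the named tags under light and UV were added to all settings after their values were seen. Except for the settings named below, the number of miRNAs changed by heat at any sampling time, 142, stayed within 1.5 times, and so did the 38 family totals. Leaving out the counts equal to those of the library before gave 142, and leaving out heat 0 DAT replicate 1 gave 139. Of 3760 comparisons of 137 results for single tags, 3447 kept direction and side of the threshold, 307 lost the call and 6 reversed.

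The values that moved by over 1.5 times, the share ratios that moved by more than their spread (none by over 1.5 times) and the reversed values were these, and the cause was not tested. Only the 97 tags with a mean of at least 100 counts gave heat at any time 72, UV at any time 2, heat 2 DAT 50, heat 3 DAT 30, heat 7 DAT 49, heat 10 DAT 20, light calls over single times 3, UV calls over single times 23, miR398 members 19, miR169 members 3, miR396 members 2 and miR399 members 2. Library totals in place of TMM gave light at any time 30, UV at any time 4, heat 10 DAT 87, light calls over single times 63, UV calls over single times 18, the overlap of heat and light 25 and miR169 members 3, and reversed miR1439_catctattttggaacggaggg at 0 DAT, 0.0372, miR5050_tgaggtcgttcaaccggcaaaa at 1 DAT, 0.0829 and miR5200_tgtagatactccctaaggctt at 7 DAT, 0.0915. The reads of 18 to 24 nt as library size gave light at any time 22, UV at any time 2, heat 0 DAT 109, the overlap of heat and light 19 and miR169 members 8, and reversed miR171_ttgagccgtgccaatatcacg at 0 DAT, -0.0428, miR396_tccacaggctttcttgaactg at 0 DAT, -0.0154 and miR5064_ctgatgctatggacaaattca at 0 DAT, -0.341. Scaling without the leading miR398 tag gave light at any time 25 and the overlap of heat and light 21. The plant group as a random block gave light at any time 0, the overlap of heat and light 0 and miR169 members 3. Only control and the stress compared in the fit gave light at any time 0, light calls over single times 2 and miR169 members 3. Libraries thinned to 41548 reads gave light at any time 4, heat 7 DAT 44, heat 10 DAT 14, light calls over single times 0, UV calls over single times 0 and miR169 members 9. Median-of-ratios scaling gave light at any time 18, UV at any time 2 and the overlap of heat and light 15. Limma without voom weights on log2(CPM + 1) gave light at any time 1, heat 1 DAT 101, light calls over single times 2, UV calls over single times 22, the overlap of heat and light 1 and miR169 members 12. Limma without voom weights on log2(CPM + 10) gave light at any time 0, heat 0 DAT 96, heat 1 DAT 103, light calls over single times 2, UV calls over single times 22, the overlap of heat and light 0 and miR169 members 12. 7 DAT left out gave light at any time 15, UV at any time 1, light calls over single times 7, the overlap of heat and light 12 and miR169 members 2. Only the interaction of stress and time tested gave heat at any time 42 and light at any time 0. The mean effect over the 6 sampling times tested gave light at any time 34 and UV at any time 7. Counts summed per plant group gave light at any time 12. The reads left after removal of chloroplast and other non-coding RNA as denominator gave the 0 DAT share ratio 0.451 and the 1 DAT share ratio 0.559. The leading miR398 tag left out gave the 0 DAT share ratio 0.456, the 1 DAT share ratio 0.593, the 7 DAT share ratio 0.729 and the 10 DAT share ratio 0.911. All 232 miRNAs clustered gave heat groups apart from control in 2 clusters 0, while in 3 clusters heat at 0, 1, 2 and 3 DAT stood apart.

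Leaving out 1 plant group in turn gave light at any time 0 to 33, UV at any time 0 to 8, light calls over single times 1 to 34, UV calls over single times 0 to 43, early against late recovery 32 to 52, the overlap of heat and light 0 to 30, heat 7 DAT 59 to 101, heat 10 DAT 13 to 50 and miR169 members 2 to 10. The main values were light at any time 7, UV at any time 0, light calls over single times 13, UV calls over single times 37, the overlap of heat and light 6 and those at the claims. With the replicate block heat at any time gave 146, light at any time 7, UV at any time 0 and the light calls over single times 2. Apart from the changes given at the claims and in the last part, the block changed no other call given for a single tag or list and moved no other count given by over 1.5 times.

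DESeq2, the likelihood ratio test and the quasi-likelihood test of edgeR, robust or not, were not run, though the counts would allow them. Robust estimation was tried in limma. The filter of low counts kept all 232 tags, so it moved nothing. The settings that left out equal counts or tags under a mean of 100 give no value for family totals, and without 7 DAT there is no value at 7 DAT. In libraries thinned to the smallest total heat at any time gave 141, while the calls at 7 and 10 DAT and those of light and UV were lower, as given above.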

Differences from the paper's values

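The paper states an FDR under 0.05 in edgeR and does not name its coefficients, so the numbers of changed miRNAs are set side by side at the same FDR but from different tests. Of the 15 tags the paper names by sequence, the setting with only the tags of a mean of at least 100 counts drops 5, while leaving out 7 DAT, median-of-ratios scaling and limma without voom weights drop 0. For miRNAs changed by heat at any sampling time the paper's value is 79 and the value here 142, with 112 with counts summed per plant group and no other alternative set before the data were examined within 1.5 times of the paper's, while 115 without 7 DAT and 72 with only the tags of a mean of at least 100 counts (chosen after seeing the values, dropping 5 of the 15 tags the paper names under the limit of 100 counts) came within 1.5 times of it. For miRNAs changed by continuous light at any sampling time the paper's value is 2 and the value here 7, with 2 without control replicate 3 and no other alternative set before the data were examined within 1.5 times of the paper's. For miRNAs changed by UV at any sampling time the paper's value is 1 and the value here 0, and no alternative set before the data were examined came within 1.5 times of the paper's, while 1 without 7 DAT (chosen after seeing the values, dropping 0 of the 15 tags the paper names) came within 1.5 times of it. Of the miRNAs changed by heat the paper's value for those lower at 0 DAT is 46 of 79 (58.2%) and the value here 89 of 142 (62.7%), close as shares, with 62 of 172 with library totals in place of TMM, 69 of 130 without heat replicate 1, 65 of 120 without heat replicate 2, 59 of 124 without heat replicate 3 and 69 of 139 without UV replicate 1 and no other alternative set before the data were examined within 1.5 times of the paper's, while 58 of 115 without 7 DAT and 51 of 72 with only the tags of a mean of at least 100 counts (chosen after seeing the values, dropping 5 of the 15 tags the paper names under the limit of 100 counts) came within 1.5 times of it. Of the miRNAs changed by heat the paper's value for those lower at 1 DAT is 44 of 79 (55.7%) and the value here 82 of 142 (57.7%), close as shares, with 52 of 172 with library totals in place of TMM, 60 of 145 with scaling without the leading miR398 tag, 61 of 130 without heat replicate 1, 60 of 120 without heat replicate 2, 61 of 124 without heat replicate 3, 66 of 137 without light replicate 2, 66 of 142 without light replicate 3 and 62 of 139 without UV replicate 1 and no other alternative set before the data were examined within 1.5 times of the paper's, while 50 of 115 without 7 DAT and 50 of 72 with only the tags of a mean of at least 100 counts (chosen after seeing the values, dropping 5 of the 15 tags the paper names under the limit of 100 counts) came within 1.5 times of it. For the highest RPM of miR398_tgtgttcccagctcgaccccg the paper's value is 842 and the value here 554, and no alternative changes it.

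Of miR167 the paper's Table 1 counts 4 of 11 and the test here 7 of 11, with 6 with scaling without the leading miR398 tag, 6 in thinned libraries, 6 without control replicate 1, 5 without heat replicate 2, 5 without heat replicate 3, 5 without light replicate 1, 5 without light replicate 2, 6 without light replicate 3 and 6 without UV replicate 1 and no other alternative set before the data were examined within 1.5 times of the paper's, while 6 with median-of-ratios scaling, 5 without 7 DAT and 5 with only the tags of a mean of at least 100 counts (chosen after seeing the values, dropping 5 of the 15 tags the paper names under the limit of 100 counts) came within 1.5 times of it. Of Tae-miR2003 the paper's Table 1 counts 2 of 2 and the test here 0 of 2, and no alternative set before the data were examined came within 1.5 times of the paper's, while 2 with limma without voom weights on log2(CPM + 1) and 2 with limma without voom weights on log2(CPM + 10) (chosen after seeing the values, dropping 0 of the 15 tags the paper names) came within 1.5 times of it. Of miR1439 the paper's Table 1 counts 1 of 13 and the test here 7 of 13, and no alternative set before the data were examined came within 1.5 times of the paper's, while 1 with only the tags of a mean of at least 100 counts (chosen after seeing the values, dropping 5 of the 15 tags the paper names under the limit of 100 counts) came within 1.5 times of it. Of miR159 the paper's Table 1 counts 1 of 2 and the test here 2 of 2, with 1 with library totals in place of TMM and no other alternative set before the data were examined within 1.5 times of the paper's, while 1 without 7 DAT (chosen after seeing the values, dropping 0 of the 15 tags the paper names) came within 1.5 times of it. Of miR160 the paper's Table 1 counts 1 of 4 and the test here 2 of 4, with 1 with the reads of 18 to 24 nt as library size and 1 without control replicate 1 and no other alternative set before the data were examined within 1.5 times of the paper's. Of miR5064 the paper's Table 1 counts 1 of 1 and the test here 6 of 9, and no alternative set before the data were examined came within 1.5 times of the paper's. Of miR5200 the paper's Table 1 counts 1 of 1 and the test here 3 of 5, and no alternative set before the data were examined came within 1.5 times of the paper's. Of miR528 the paper's Table 1 counts 1 of 1 and the test here 2 of 2, and no alternative set before the data were examined came within 1.5 times of the paper's. Of Tae-miR394b the paper's Table 1 counts 1 of 1 and the test here 0 of 1, with 1 with library totals in place of TMM, 1 with scaling without the leading miR398 tag, 1 in thinned libraries, 1 without control replicate 3, 1 without light replicate 1 and 1 without UV replicate 1 and no other alternative set before the data were examined within 1.5 times of the paper's. For Tae-miR2003, 1 with library totals in place of TMM and 1 with the reads of 18 to 24 nt as library size and 1 with only control and heat compared in the fit were called. The 0 of 2 is that of the joint test. At 1 DAT alone Tae-miR2003_cggtagggctgtatgatggcga was called lower, with a log2 fold change of -1.65, a call lost in 6 alternatives. The total of this family at 1 DAT was -1.49 (adjusted p = 0.0115 from limma). Table 1 lists fewer members than the deposited table for miR5064, miR5200 and miR528, so these numbers are over unlike sets. For the lower estimates the 1.5 times refer to the number and not to the share.

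The paper reports no change of miR395 under any stress. Under light and UV no miR395 tag was called here, whereas for heat the joint test in limma called 1 of 11, miR395_tgaagtgtttgggggaactc, with an adjusted p of 0.000110, and not the other 10 (1 more with a replicate block). It describes miR396 and miR167 as raised by heat and like control from 7 DAT, whereas at 7 DAT miR396_tccacaggctttcttgaactg was at 0.87 and miR167_tgaagctgccagcatgatctga at 0.87 on the log2 scale, both called in limma (adjusted p = 0.000335 and 0.0493), while at 10 DAT the miR167 tag was called and the miR396 tag was not. The miR167 call was lost in 16 alternatives at 7 DAT (adjusted p up to 0.910 in limma) and kept in 11, and at 10 DAT lost in 9 and kept in 19. The miR396 call at 7 DAT was lost with the reads of 18 to 24 nt as library size (adjusted p = 0.0532 from limma). In the paper heat and control at 7 and 10 DAT cluster together. Here heat at these times lay with all control groups in 2 clusters, in 3 clusters with control at 0 to 3 DAT, and with control at 7 and 10 DAT when all 232 miRNAs were used. By average linkage 3 clusters put heat at these times with control at 0 to 3 and 10 DAT, and control at 7 DAT alone.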

Other observations

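The tests of repeated counts, of the miRNA share and of thinned libraries, the settings named as chosen after seeing the data, and the tags named as such were chosen after the result was seen. Tags of families like transposable repeats were higher as a set at 2 and 7 DAT, though not with the reads of 18 to 24 nt as library size. Of the 86 tags of these families, the numbers that rose and that fell in limma were 15 and 6 (15 and 5) at 0 DAT, 18 and 3 (18 and 3) at 1 DAT, 27 and 5 (28 and 6) at 2 DAT, 17 and 4 (18 and 4) at 3 DAT, 41 and 0 (41 and 0) at 7 DAT and 8 and 0 (8 and 0) at 10 DAT, with those adjusted over the list alone in brackets, and as a set the list passed fry in limma at 2 DAT (higher, adjusted p = 0.00406) and 7 DAT (higher, adjusted p = 4.59e-06), while under other scalings it was lost at 2 DAT with the reads of 18 to 24 nt and at 7 DAT with the reads of 18 to 24 nt (adjusted p from 0.0861 to 0.634) and it passed also at 0 DAT (higher with library totals, scaling without the leading tag and median-of-ratios scaling, lower with the reads of 18 to 24 nt), at 1 DAT (higher with library totals, scaling without the leading tag and median-of-ratios scaling), at 3 DAT (higher with library totals, scaling without the leading tag and median-of-ratios scaling) and at 10 DAT (higher with library totals). The totals of 3 of these families at 7 DAT had log2 fold changes of 0.93 for miR1122 (adjusted p = 0.00570 from limma), 0.77 for miR5175 (adjusted p = 0.000591 from limma) and 0.60 for miR5205 (adjusted p = 0.00242 from limma), positive under each scaling. At 0 DAT the totals were -0.71 for miR1122 and -0.53 for miR5175 with the reads of 18 to 24 nt as library size, against 0.17 and 0.35 with TMM, and that of miR5205, -0.04, was 0.62 with library totals. The tag miR1439_5175_5205_tttgggaacggagggagtaga rose at 3 DAT, by 1.14 (standard error 0.17, adjusted p = 2.66e-06 from limma), and at 7 DAT, by 0.97 (standard error 0.17, adjusted p = 1.29e-05 from limma). At 1 DAT miR1439_5203_5205_attttggaacggagggagtag rose by 1.35 (standard error 0.24, adjusted p = 1.67e-05 from limma). These tags resemble parts of repeats, and reads shared between copies of a repeat were not told apart.

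The tag miR171_ttgagccgtgccaatatcacg, of a family that acts on GRAS transcription factors, rose at all 6 sampling times. The log2 fold changes were 0.81 (standard error 0.29) at 0 DAT, 1.45 (standard error 0.28) at 1 DAT, 1.84 (standard error 0.20) at 2 DAT, 1.46 (standard error 0.21) at 3 DAT, 2.09 (standard error 0.22) at 7 DAT and 1.83 (standard error 0.20) at 10 DAT (adjusted p from 6.28e-11 to 0.0290 in limma). It was the only miR171 tag called over all tags, and adjusted over the list alone 2 rose at 7 DAT, the other being miR171_tgattgagccgtgccaatatc, chosen after its values were seen. The call of miR171_ttgagccgtgccaatatcacg at 0 DAT was lost without each of control replicate 2 and heat replicate 2 in turn (adjusted p from 0.0576 to 0.0782 in limma), and with only control and the stress in the fit and with the reads of 18 to 24 nt as library size (adjusted p from 0.0565 to 0.928 in limma). With the reads of 18 to 24 nt as library size the 0 DAT value was -0.0428, and the totals of miR171 at 0 and 1 DAT were -0.52 and -0.11. The tag Ta-miR2041b_acaaatatttccggacggagg rose at 1 DAT, by 2.28 (standard error 0.33, adjusted p = 2.00e-07 from limma), at 2 DAT, by 2.89 (standard error 0.35), and at 3 DAT, by 2.33 (standard error 0.38), and did not pass at 0 DAT, with -1.43 (standard error 0.82). It also rose at 7 DAT, by 1.37 (standard error 0.40, adjusted p = 0.00582 from limma), and did not pass at 10 DAT, with 0.18 (standard error 0.46). The call of Ta-miR2041b_acaaatatttccggacggagg at 7 DAT was lost without each of control replicate 1 and heat replicate 2 in turn (adjusted p from 0.0645 to 0.121 in limma), and in thinned libraries (adjusted p = 0.201 from limma).

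Tags of both arms of miR398 fell at 7 DAT. Tags of the 5′ arm that rose and fell numbered 1 and 10 (1 and 12) at 0 DAT, 0 and 9 (0 and 9) at 1 DAT, 3 and 5 (3 and 5) at 2 DAT, 2 and 6 (3 and 6) at 3 DAT, 0 and 16 (0 and 19) at 7 DAT and 0 and 7 (0 and 10) at 10 DAT, and as a set the list passed fry in limma at 0 DAT (lower, adjusted p = 0.00106), 1 DAT (lower, adjusted p = 0.00329) and 7 DAT (lower, adjusted p = 7.82e-06), while under other scalings it passed also at 10 DAT (lower with the reads of 18 to 24 nt). For the 3′ arm the numbers were 0 and 5 (0 and 5) at 0 DAT, 0 and 6 (0 and 6) at 1 DAT, 0 and 3 (0 and 3) at 2 DAT, 0 and 2 (0 and 2) at 3 DAT, 0 and 11 (0 and 12) at 7 DAT and 0 and 1 (0 and 0) at 10 DAT, and as a set the list passed fry in limma at 0 DAT (lower, adjusted p = 0.00673), 1 DAT (lower, adjusted p = 0.00912) and 7 DAT (lower, adjusted p = 9.20e-06), while under other scalings it was lost at 1 DAT with scaling without the leading tag (adjusted p = 0.0579). For the 6 tags marked as reverse complements they were 0 and 2 (0 and 2) at 0 DAT, 0 and 1 (0 and 1) at 1 DAT, 0 and 0 (0 and 0) at 2 DAT, 0 and 0 (0 and 0) at 3 DAT, 0 and 5 (0 and 5) at 7 DAT and 0 and 0 (0 and 0) at 10 DAT, and as a set the list passed fry in limma at 7 DAT (lower, adjusted p = 0.000479), also under other scalings. With a replicate block, over the list alone, 1 tag of the 5′ arm rose at 1 DAT and 1 of the 3′ arm fell at 10 DAT. With miR528 added, the copper-responsive list gave 3 and 9 (2 and 9) at 2 DAT, 2 and 9 (3 and 10) at 3 DAT, 0 and 33 (0 and 37) at 7 DAT and 0 and 8 (0 and 10) at 10 DAT, and as a set the list passed fry in limma at 0 DAT (lower, adjusted p = 0.00265), 1 DAT (lower, adjusted p = 0.00436) and 7 DAT (lower, adjusted p = 4.59e-06), while under other scalings it passed also at 10 DAT (lower with the reads of 18 to 24 nt).

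The list of auxin signalling families gave 2 and 1 (2 and 1) at 0 DAT, 3 and 1 (3 and 1) at 1 DAT, 5 and 1 (4 and 1) at 2 DAT, 1 and 1 (1 and 1) at 3 DAT, 5 and 0 (4 and 0) at 7 DAT and 5 and 0 (8 and 1) at 10 DAT, and as a set the list passed fry in limma at 7 DAT (higher, adjusted p = 0.000479), while under other scalings it was lost at 7 DAT with the reads of 18 to 24 nt and median-of-ratios scaling (adjusted p from 0.183 to 0.335) and it passed also at 0 DAT (higher with library totals and median-of-ratios scaling, lower with the reads of 18 to 24 nt), at 1 DAT (higher with library totals, scaling without the leading tag and median-of-ratios scaling), at 3 DAT (higher with library totals) and at 10 DAT (higher with library totals). With a replicate block it passed at 10 DAT as well (adjusted p = 0.0486 from fry in limma). No tag of miR393 was called at any time (0 of 6 in the joint test of limma, 0 adjusted over the list alone). For the nutrient families miR399 and miR395 the numbers were 0 and 0 (0 and 0) at 0 DAT, 0 and 1 (0 and 0) at 1 DAT, 0 and 2 (0 and 2) at 2 DAT, 2 and 0 (1 and 0) at 3 DAT, 3 and 1 (3 and 1) at 7 DAT and 3 and 0 (3 and 0) at 10 DAT, and the list did not pass fry in limma at any time, nor under other scalings. At 3 DAT 1 rose with a replicate block. For miR159, miR169, miR171 and miR396 together they were 4 and 2 (4 and 2) at 0 DAT, 3 and 3 (3 and 3) at 1 DAT, 4 and 2 (4 and 2) at 2 DAT, 1 and 2 (1 and 2) at 3 DAT, 5 and 3 (5 and 2) at 7 DAT and 1 and 1 (1 and 1) at 10 DAT, and the list did not pass fry in limma at any time, while under other scalings it passed at 0 DAT (lower with the reads of 18 to 24 nt), at 1 DAT (lower with the reads of 18 to 24 nt) and at 7 DAT (higher with library totals).

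By length, the tags that rose and fell at 7 DAT numbered 0 and 4 (0 and 4) of 4 of 18 nt, 0 and 5 (0 and 5) of 12 of 19 nt, 3 and 8 (3 and 7) of 31 of 20 nt, 50 and 15 (50 and 15) of 146 of 21 nt, 5 and 6 (6 and 6) of 21 of 22 nt, 1 and 1 (1 and 1) of 7 of 23 nt and 1 and 0 (0 and 0) of 11 of 24 nt. At 1 DAT they were 0 and 0 (0 and 0) of 18 nt, 1 and 3 (1 and 3) of 19 nt, 1 and 6 (1 and 6) of 20 nt, 23 and 21 (24 and 21) of 21 nt, 1 and 4 (1 and 4) of 22 nt, 0 and 3 (0 and 4) of 23 nt and 0 and 1 (0 and 1) of 24 nt. For 18 nt, as a set the list passed fry in limma at 7 DAT (lower, adjusted p = 1.34e-06), while under other scalings it passed also at 0 DAT (lower with the reads of 18 to 24 nt). For 19 nt, as a set the list passed fry in limma at 0 DAT (lower, adjusted p = 0.0370), 1 DAT (lower, adjusted p = 0.00436) and 7 DAT (lower, adjusted p = 0.000847), while under other scalings it was lost at 0 DAT with library totals, scaling without the leading tag and median-of-ratios scaling, at 1 DAT with library totals and scaling without the leading tag and at 7 DAT with library totals (adjusted p from 0.0980 to 0.920) and it passed also at 3 DAT (higher with library totals) and at 10 DAT (higher with library totals). For 20 nt, as a set the list passed fry in limma at 1 DAT (lower, adjusted p = 0.0107) and 7 DAT (lower, adjusted p = 0.0146), while under other scalings it was lost at 1 DAT with library totals, scaling without the leading tag and median-of-ratios scaling (adjusted p from 0.102 to 0.554), at 7 DAT the set was higher with library totals (adjusted p = 0.00127) and it passed also at 0 DAT (higher with library totals, lower with the reads of 18 to 24 nt), at 3 DAT (higher with library totals) and at 10 DAT (higher with library totals). For 21 nt, as a set the list passed fry in limma at 2 DAT (higher, adjusted p = 0.0127), 7 DAT (higher, adjusted p = 5.02e-05) and 10 DAT (higher, adjusted p = 0.0381), while under other scalings it was lost at 2 DAT with the reads of 18 to 24 nt, at 7 DAT with the reads of 18 to 24 nt and median-of-ratios scaling and at 10 DAT with the reads of 18 to 24 nt and scaling without the leading tag (adjusted p from 0.0773 to 0.848) and it passed also at 0 DAT (higher with library totals, lower with the reads of 18 to 24 nt), at 1 DAT (higher with library totals, scaling without the leading tag and median-of-ratios scaling, lower with the reads of 18 to 24 nt) and at 3 DAT (higher with library totals). For 22 nt, as a set the list passed fry in limma at 0 DAT (lower, adjusted p = 0.00414) and 1 DAT (lower, adjusted p = 7.92e-05), while under other scalings it was lost at 0 DAT with library totals, scaling without the leading tag and median-of-ratios scaling and at 1 DAT with library totals and scaling without the leading tag (adjusted p from 0.152 to 0.932) and it passed also at 7 DAT (higher with library totals, lower with median-of-ratios scaling). For 23 nt, as a set the list passed fry in limma at 0 DAT (lower, adjusted p = 0.000519), 1 DAT (lower, adjusted p = 3.59e-05), 2 DAT (lower, adjusted p = 0.000596) and 3 DAT (lower, adjusted p = 0.0401), while under other scalings it was lost at 0 DAT with library totals, at 1 DAT with library totals and at 3 DAT with library totals, scaling without the leading tag and median-of-ratios scaling (adjusted p from 0.0801 to 0.810) and it passed also at 7 DAT (higher with library totals) and at 10 DAT (higher with library totals). For 24 nt, as a set the list passed fry in limma at 1 DAT (lower, adjusted p = 0.0360), while under other scalings it was lost at 1 DAT with library totals, scaling without the leading tag and median-of-ratios scaling (adjusted p from 0.0908 to 0.972) and it passed also at 0 DAT (lower with the reads of 18 to 24 nt), at 7 DAT (higher with library totals) and at 10 DAT (lower with the reads of 18 to 24 nt and median-of-ratios scaling). Of these set results by length only those of 18 nt at 7 DAT and of 23 nt at 2 DAT passed in the same direction under each scaling. The 7 tags of 23 nt include 2 of miR156 and 1 of tae-miR5062a. At 2 DAT 3 of the 23 nt tags fell and 1 rose. Those that fell include miR156_gctcactcctctttctgtcagcc, with a log2 fold change of -2.98, and tae-miR5062a_tgaaccttggggaaaagccgcat, with -0.65. The result of 23 nt thus overlaps with that of miR156. By length these lists overlap with families, miR398 having 4 of the 4 tags of 18 nt, 6 of the 12 tags of 19 nt, 10 of the 31 tags of 20 nt, 16 of the 146 tags of 21 nt, 5 of the 21 tags of 22 nt, 1 of the 7 tags of 23 nt and 1 of the 11 tags of 24 nt, so the fall of 18 nt tags at 7 DAT is part of that of miR398. In the joint test of heat in limma the numbers called, with those over the list alone in brackets, were 3 of 4 (4) of 18 nt, 7 of 12 (7) of 19 nt, 16 of 31 (16) of 20 nt, 94 of 146 (94) of 21 nt, 13 of 21 (13) of 22 nt, 6 of 7 (7) of 23 nt and 3 of 11 (3) of 24 nt. The same test called 55 of 86 (55) repeat-like tags, 36 of 45 (38) copper-responsive tags, 20 of 23 (20) of the 5′ arm, 11 of 14 (11) of the 3′ arm and 3 of 6 (3) reverse complements of miR398, 9 of 21 (9) auxin signalling tags, 5 of 15 (5) nutrient tags, 12 of 24 (9) tags of other transcription factor families and 11 of 15 (11) tags of phase change and flowering. With a replicate block the list-alone numbers were 6 for the reverse complements and 14 for the other transcription factor families, 2 tags of 20 nt rose at 1 DAT and 2 of 23 nt fell at 7 DAT, and 22 nt passed fry at 3 DAT (adjusted p = 0.0345 in limma).

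By family, the joint test of heat in limma called 2 of 4 (2) of miR1122, 7 of 13 (7) of miR1439, 2 of 2 (2) of miR159, 2 of 4 (2) of miR160, 1 of 2 (1) of miR171, 1 of 2 (1) of miR172, 3 of 5 (4) of miR5050, 6 of 9 (6) of miR5064, 2 of 4 (2) of miR5175, 1 of 1 (1) of miR5180, 1 of 1 (1) of miR5181, 3 of 5 (3) of miR5200, 6 of 6 (6) of miR5205, 2 of 2 (2) of miR528, 0 of 1 (0) of Ta-miR038b, 1 of 1 (1) of Ta-miR2041b, 0 of 2 (0) of Tae-miR1318, 0 of 2 (0) of Tae-miR2003, 1 of 1 (1) of tae-miR2006b, 0 of 1 (1) of tae-miR2012b, 0 of 1 (0) of Tae-miR394b, 1 of 1 (1) of tae-miR5062a and 1 of 1 (1) of Tae-miR818, with the numbers adjusted over the list alone in brackets. Those in brackets were, with a replicate block, 1 for miR1122 and 0 for tae-miR2012b. Under light it called 1 tag each of miR5064 and tae-miR5062a and 4 of miR398, and under UV 0 of any family. The heat tags of miR160, miR172, miR5050 and miR5175 were miR5050_tgaggtcgttcaaccggcaaaa and, chosen after their values were seen, miR160_tgcctggctccctgaatgcca, miR160_ttggcattgagggagtcatgc, miR172_gcagcaccaccaagattcac, miR5050_cgacatggtgaggtcgttcaa, miR5050_ggttgaacgacctcatcatgg, miR5175_agtatttccggacggagggag and miR5175_tacatccatttctgcgacaag. Those of 18 and 24 nt were miR1439_5175_5205_acaagtattttcggacggagggag, miR1439_5175_5205_caagtattttcggacggagggagt, miR1439_5175_5205_gacaagtattttcggacggaggga, miR398_agggtcgaactgagaaca, miR398_gggtcgaactgagaacac and miR398_gggtcgaactgggaacac, chosen after their values were seen.

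At 10 DAT after UV, 3 of the 8 tags of miR156 rose and 0 fell in limma (3 and 0 adjusted over the list alone), chosen after their values were seen. As a set they did not pass fry in limma (adjusted p = 0.0573), a test added after these values were seen, while under other scalings it passed at 10 DAT (higher with library totals, scaling without the leading tag and median-of-ratios scaling). The most abundant, miR156_gctcactcctctttctgtcagc, had 1.06 (standard error 0.37, adjusted p = 0.0450 from limma), a call lost without each of control replicates 1 and 3, heat replicate 3 and UV replicates 1 and 3 in turn (adjusted p from 0.0528 to 0.210 in limma), and under 5 of the other settings (adjusted p from 0.0512 to 0.112 in limma). With a replicate block 2 tags rose (adjusted p = 0.0512 for this one in limma), and with the reads of 18 to 24 nt as library size 2 of all tags were higher. The others were miR156_gctcaccctctctctgtcagc, with 1.14 (standard error 0.34, adjusted p = 0.0177 from limma), and miR156_ctgacagaagagagtgagcac, with 1.03 (standard error 0.35, adjusted p = 0.0363 from limma). The UV calls over single times numbered 0 without UV replicate 1, 0 without UV replicate 3, 2 without control replicate 1 and 3 without control replicate 3, and the joint test called none of these tags.

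Identical low counts in unrelated libraries followed an order of the libraries. Ordered by the distinct tags of Table S1, leaving out the 32 of 72 libraries that hold all 15158 of them and the lowest, neighbours shared 2.789 identical counts of at least 15 on average, against 1.66 in 10000 random orders, the highest being 2.684 (permutation p = 1e-04, and from 2e-04 to 8e-04 over other ways to break ties or keep the lowest library). This argues for counts of the library before being kept where a tag was absent, and a biological explanation was not tested. Not in step with it is UV 3 DAT replicate 2, the lowest in the order, which had 0 zeros apart from that odd miR398 tag. Without these counts 227 tags were tested and 142 called for heat, which were not compared tag by tag with those called before.

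The miRNA tags held a lower share of the reads in heat libraries at 0 and 1 DAT. Reads of chloroplast and other non-coding RNA made up 31.1% ± 3.99 in heat and 11.1% ± 2.39 in control libraries at 0 DAT (SD, n = 3, exact permutation p = 0.1). Their mean share was higher after heat at each later sampling time too, with an exact permutation p of 0.2 at 1 and 10 DAT. What this higher share reflects was not tested. Such reads are not the whole of the lower miRNA share, since the ratio of heat to control at 0 DAT was 0.451 among the reads left after their removal. Nor is the loss of the leading miR398 tag alone, as the ratio without it was 0.456. A lower level of miRNAs and a rise of other small RNA after heat both stay open, and neither was tested.

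Heat gave the most calls at 7 DAT, 99, which were 59 without heat replicate 2. In libraries thinned to the same total, 7 DAT gave 44 and the most at any other time was 83. The leading miR398 tag held 48.7% of the reads in control and 28.1% in heat libraries at 7 DAT. At 0 DAT it held 25.7% and 3.31%. Thinning to the same total therefore left fewer reads for the other tags at 7 DAT than at 0 DAT. It cannot tell depth from this difference, and deeper libraries at 7 DAT stay a possible explanation of the rank of this time. The rank was also lost with median-of-ratios scaling (80 at 2 DAT and 77 at 7 DAT), with the reads of 18 to 24 nt as library size (109 at 0 DAT and 70 at 7 DAT), without voom weights on log2(CPM + 1) (101 at 1 DAT and 90 at 7 DAT) and without light replicate 2 (75 at 2 DAT and 73 at 7 DAT), among others, so the scaling stays open too. A biological effect of the later recovery stays open as well and was not tested.

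Dividing the 6 plant groups of a stress and control otherwise into 3 and 3, set after the real numbers were seen and before the results of the splits, gave these real numbers and highest others: heat at any time 142 and 1, heat 0 DAT 62 and 1, heat 1 DAT 64 and 0, heat 2 DAT 77 and 0, heat 3 DAT 52 and 0, heat 7 DAT 99 and 0, heat 10 DAT 31 and 0, family totals 38 and 0, light at any time 7 and 1, light calls over single times 13 and 6, UV at any time 0 and 2 and UV calls over single times 37 and 22. Among the 3 other splits that part all same-numbered groups, as the real one does, the highest were light at any time 1, light calls over single times 3 and UV calls over single times 22 and 0 for the other results. The 10 splits are too few for a share under 0.05. As each other split mixes stressed and control plants within a group, a stress effect widens the spread there. The low numbers of the other splits therefore do not tell what groups without any difference would give.

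Fold changes averaged over the sampling times were correlated across miRNAs. Those of heat and light correlated at -0.138 (covariance -0.0502), heat and UV at 0.0108 (0.00357) and light and UV at 0.331 (0.0401). Unchanged groups simulated against the same controls gave means of 0.375 (0.0356), 0.342 (0.0337) and 0.458 (0.0357) over 100 simulations. The miRNAs are not independent replicates, so these have no p.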
